# miRNA Expression Profiles in Isolated Ventricular Cardiomyocytes: Insights into Doxorubicin-Induced Cardiotoxicity

**DOI:** 10.3390/ijms25105272

**Published:** 2024-05-12

**Authors:** Yohana Domínguez Romero, Gladis Montoya Ortiz, Susana Novoa Herrán, Jhon Osorio Mendez, Luis A. Gomez Grosso

**Keywords:** doxorubicin, cardiotoxicity, cardioprotection, miRNAs, KATP, SIRT1, FOXO1, GSK3B

## Abstract

Doxorubicin (DOX), widely used as a chemotherapeutic agent for various cancers, is limited in its clinical utility by its cardiotoxic effects. Despite its widespread use, the precise mechanisms underlying DOX-induced cardiotoxicity at the cellular and molecular levels remain unclear, hindering the development of preventive and early detection strategies. To characterize the cytotoxic effects of DOX on isolated ventricular cardiomyocytes, focusing on the expression of specific microRNAs (miRNAs) and their molecular targets associated with endogenous cardioprotective mechanisms such as the ATP-sensitive potassium channel (KATP), Sirtuin 1 (SIRT1), FOXO1, and GSK3β. We isolated Guinea pig ventricular cardiomyocytes by retrograde perfusion and enzymatic dissociation. We assessed cell morphology, Reactive Oxygen Species (ROS) levels, intracellular calcium, and mitochondrial membrane potential using light microscopy and specific probes. We determined the miRNA expression profile using small RNAseq and validated it using stem-loop qRT-PCR. We quantified mRNA levels of some predicted and validated molecular targets using qRT-PCR and analyzed protein expression using Western blot. Exposure to 10 µM DOX resulted in cardiomyocyte shortening, increased ROS and intracellular calcium levels, mitochondrial membrane potential depolarization, and changes in specific miRNA expression. Additionally, we observed the differential expression of KATP subunits (ABCC9, KCNJ8, and KCNJ11), FOXO1, SIRT1, and GSK3β molecules associated with endogenous cardioprotective mechanisms. Supported by miRNA gene regulatory networks and functional enrichment analysis, these findings suggest that DOX-induced cardiotoxicity disrupts biological processes associated with cardioprotective mechanisms. Further research must clarify their specific molecular changes in DOX-induced cardiac dysfunction and investigate their diagnostic biomarkers and therapeutic potential.

## 1. Introduction

One of the most widely used and effective treatments for cancer is Doxorubicin (DOX); however, previous studies have shown that this therapy can induce cytotoxicity [1,2]. Doxorubicin-induced cardiotoxicity (DIC) defines a direct or indirect adverse effect of this chemotherapy that can lead to cardiac dysfunction and even heart failure during both treatment and weeks, months, or years after treatment [3,4,5,6]. Furthermore, there is a significant increase in the risk of death from heart failure observed in patients treated with anthracyclines such as DOX [7,8].

Despite its widespread clinical use, there is limited knowledge about the direct effects of DOX on cardiac cells at the cellular and molecular level. However, researchers have proposed several mechanisms that may be involved in DOX-induced heart failure, such as the generation of Reactive Oxygen Species (ROS), increased lipid peroxidation, deregulation of intracellular calcium concentration, alteration of cell membrane integrity, and inhibition of topoisomerase II (Top2), which may lead to apoptosis [6,9]. Furthermore, researchers have observed alteration of mitochondrial function as a possible mechanism by which DOX induces cardiomyocyte death [10,11]. The guinea pig is a popular model used in scientific research to study isolated cardiomyocytes [12,13]. This animal model exhibits remarkable similarities with humans regarding molecular and cellular physiology and electrophysiology [14,15,16]. Doxorubicinol, a metabolite derived from the transformation of DOX within the cardiomyocyte, has been shown to affect excitation–contraction coupling in isolated guinea pig ventricular cardiomyocytes. These responses are comparable to those observed in humans, underscoring their fundamental importance in the study of anthracycline-induced cardiotoxicity [17].

Research in experimental models has shown that exposure to DOX causes morphological and structural changes in the heart, including dilation of the atria, elongation and hypertrophy of ventricles, vacuolization, loss of myofibrils, dilation of the sarcoplasmic reticulum, and alterations in mitochondria [11,18,19,20,21]. Despite discontinuing treatment, researchers have observed a progressive decrease in ventricular ejection fraction, indicating that cardiac injury may persist even after discontinuation of DOX and involve cardioprotection mechanisms [22].

In this context, it is crucial to understand the mechanisms of DOX cardiotoxicity, identify cardioprotective agents, and develop non-invasive biomarkers to detect the risk of DIC as miRNAs. Research on the differential expression of miRNAs is emerging as a promising field to understand the mechanisms associated with DIC and to identify biological markers that can prevent chemotherapy-induced cardiac toxicity [23]. Our study explores the direct effects of doxorubicin (DOX) exposure on microRNA (miRNA) expression and some putative molecular targets to elucidate the cellular and molecular alterations in cardiomyocytes that may predispose someone to heart failure. Our focus lies specifically on investigating changes in miRNA expression associated with doxorubicin-induced isolated cardiomyocyte injury, with particular attention to changes in pivotal miRNAs involved in regulating critical molecules involved in endogenous cardioprotective mechanisms, such as KATP, FOXO1, and SIRT1, among others. This research aimed to contribute to understanding DIC mechanisms and provide relevant information for developing prediction, prevention, and treatment strategies for DOX-induced cardiac toxicity.

## 2. Results

### 2.1. Doxorubicin Causes Damage to Guinea Pig Ventricular Cardiomyocytes

To assess DOX-induced cardiomyocyte injury, we evaluated DOX concentration and treatment duration by measuring percent shortening. Various DOX concentrations (1–15 μM) were applied to cardiomyocytes for 48 h, and the percentage of shortening was evaluated (Figure S1a). Healthy cardiomyocytes exhibit an elongated shape (80–120 μm long, 20–30 μm wide), whereas injured cardiomyocytes shorten and hypercontract, exhibiting a rounded morphology, as shown in Figure 1a. This morphological assessment served as the first viability indicator after DOX exposure [24]. Cells exposed to 1 and 5 μM DOX showed no significant reduction in length compared to controls. However, exposure to 10 μM, 12 μM, and 15 μM DOX for 36, 35, and 21 h resulted in significant shortening (75.3%, 75.1%, and 77.5% reduction, respectively). These results established the optimal conditions (10 μM, 1–30 h) for evaluating DOX-induced cardiomyocyte injury (Figure S1a–d).

In our cardiomyocyte model, we selected the concentration of cellular treatment based on the intention to imitate the average dose of DOX used in patients, which is known for causing cardiotoxicity. Supplementary Figure S1 depicts the effect of concentrations ranging from 1 to 15 µM DOX on the shortening percentage, directly proportional to cell viability. We selected 10 µM DOX as the optimal concentration, determined by the fact that it did not significantly decrease cell viability over the average life of our model (48 h). This concentration was chosen to characterize the lesion in terms of ROS production, intracytoplasmic Ca^2+^ levels, and mitochondrial membrane potential at different time points (1, 12, 24, and 30 h), as shown in Supplementary Figures S2–S4, respectively.

We assessed the impact of direct exposure to DOX on cardiomyocytes; we exposed cells to 10 µM of DOX for varying periods. As shown in Figure 1, cardiomyocytes experienced a decrease in length after approximately 36 h of exposure, resulting in a 75.3% shortening (Figure 1a,b). This shortening was accompanied by a significantly increased ROS level 12, 24, and 30 h after treatment, with increased percentages of 75.3%, 75.1%, and 77.5%, respectively (Figure 1c,d and Figure S2). Interestingly, at 30 h of exposure to DOX, intracellular calcium (Ca^2+^) levels also increased (Figure 1e,f and Figure S3), with a 3.8-times increase, and the mitochondrial membrane was significantly depolarized (Figure 1g,h and Figure S4), with percentages of decrease in the JC1 aggregates/JC1 monomeric of 61.5%. These findings indicate that DOX influences individual cardiomyocytes’ structure, viability, and functioning of the mitochondria, which aligns with results from other studies conducted on various cell models [10,11,20].

To analyze the effect of DOX exposure on the expression of miRNAs and their potential molecular targets, we selected two critical time points—1 h and 22 h. We chose these specific time points based on our initial observations of DOX-induced cellular injury (Figure 1a–h). During the first hour of exposure, we did not observe any structural signs of cellular injury, oxidative stress, elevated intracytoplasmic Ca^2+^ levels, or mitochondrial damage. However, around the 22 h mark, we noticed a significant increase in ROS production. Despite this increase in oxidative stress, we did not observe any compromise in cardiomyocyte viability or responsiveness. By focusing on these specific exposure times, it was possible to differentially study the early and late responses to DOX exposure in our experimental model.

The absence of nuclear staining observed in cardiomyocytes exposed to DOX in Figure 1d,f,h was attributed to the intricate mechanism of intercalation, wherein DOX molecules insert themselves between the base pairs of double-stranded DNA [9]. This process may effectively obstruct Hoechst dye’s binding sites on the DNA molecule. Hoechst dye typically binds to adenine/thymine-rich DNA regions in the minor groove, facilitating nuclear staining [25]. However, because DOX can compete for these binding sites on the DNA molecule, Hoechst dye cannot bind to the DNA and stain the nucleus. Therefore, the lack of Hoechst staining in the nuclei of DOX-exposed cardiomyocytes underscores the profound impact of DOX on DNA structure and integrity, highlighting a pivotal aspect of its mechanism of cardiotoxicity.

### 2.2. Small RNAseq and Differential Expression Analysis of miRNAs

Before visible damage appears in the cardiomyocyte due to exposure to DOX, the cell can detect the damage and start a series of molecular changes. These responses include changes in the expression of different genes, including those that regulate the expression of other genes like miRNAs. 

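Isolated ventricular cardiomyocytes of guinea pigs were exposed to 10 µM DOX, an anthracycline used against cancer, or to the vehicle DMSO for 1 h or 22 h, and their small RNA was sequenced. The sample labels give 4 groups of 3 libraries, 12 libraries in all. The authors normalized the reads and compared groups with DESeq2, and they deposited 1 table for each of 3 comparisons: DOX with DMSO at 1 h, DOX with DMSO at 22 h, and DOX at 22 h with DOX at 1 h. Each table gives a mean of normalized counts over both groups, a log2 fold change, its standard error, a p-value and an adjusted p-value. Because the mean covers both groups, no SD between replicates could be computed. Apart from predicted miRNAs and entries that carry only a human mature miRNA name, an entry is 1 sequence under 1 human miRNA precursor, so a miRNA is spread over several entries that differ in length or in a base (isomiRs). The tables held 1610 entries at 1 h, 1335 at 22 h and 4979 for DOX 22 h and DOX 1 h, of which 2610 in the last had a mean of 0. As a measure of depth, the means summed to 5874898 normalized counts per library at 1 h, 4776593 at 22 h and 6005178 in the third comparison.

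The decimal mark of the means was lost in the tables for 1 h and 22 h. Their power of 10 was taken from the same entry of the third table, for 1506 of the 1610 entries at 1 h and 1323 of the 1335 at 22 h. A power that would give a mean under 10 was raised until the mean was at least 10. The means of 19.56 and 16.64 given below for mir-99b sequences at 1 h rest on this floor. The same entries had means of 3.65 and 3.46 in the third table. At 1 h, 2 p-values and 1 adjusted p-value carried a power of 10 that cannot be right for a p-value. It was restored from the fold change and its standard error, and for the adjusted p-value from a Benjamini-Hochberg adjustment. All 1323 means at 22 h, and all 2369 means above 0 for DOX 22 h and DOX 1 h, were whole-number combinations of the reads of 2 libraries. No such step was found among the means at 1 h. The comparisons that include DOX 22 h therefore hold 1 library on each side, and the standard errors and p-values in the authors' deposited tables for them rest on no replicates. The names of predicted miRNAs in these tables carry the replicate number 1 in 12 of 12 and 29 of 29 cases. The reads of both libraries could be recovered without ambiguity for 1052 entries at 22 h and for 574 in the third table.

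The deposited log2 fold changes are the column named comparison over the column named control, and the tables do not name the group in each column. At 22 h, the reads of the library in the column control also satisfied the means of the table for DOX 22 h and DOX 1 h, again in its column control, in 1052 of 1052 entries, where 14.3% would do so by chance. DOX 22 h is the only group that both comparisons share. By the labels, the column control of both would then hold DOX 22 h. The signs would be DMSO over DOX at 22 h, and DOX 1 h over DOX 22 h in the third comparison. An exchange of labels was not excluded. All signs are given here as deposited. The paper reads them as DOX over DMSO, but a positive sign alone is not read here as a rise under DOX.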

For this reason, we used small RNA sequencing to determine the expression levels of miRNAs in cardiomyocytes exposed to 10 µM DOX for 1 and 22 h and to detect differences in expression compared to unexposed cardiomyocytes. From the normalized data and using DESeq2, we found that some miRNAs changed their expression in DOX-treated cardiomyocytes compared to untreated ones at 1 and 22 h of exposure to DOX. 

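At 1 h, 11 of the 1571 entries with a p-value in the authors' deposited table passed the study's rule of a p-value at or under 0.1 and an absolute log2 fold change at or over 0.8, and 7 of them were positive and 4 negative. At 22 h, 16 of 1335 entries in the authors' deposited table passed, 12 positive and 4 negative. An adjusted p-value under 0.05 was given to 2 entries at 1 h in the authors' deposited table, both under mir-99b, with adjusted p-values of 7.21e-05 and 0.00173, and the next smallest was 0.999. No entry reached it at 22 h, where the smallest adjusted p-value in the authors' deposited table was 0.9998. Without adjustment, a p-value under 0.05 stood at 17 entries at 1 h and at 16 entries at 22 h in the authors' deposited tables. A Benjamini-Hochberg adjustment recomputed over all p-values gave the same counts of 2 and 0. P-values at or under 0.1 made up 2.48% of the entries at 1 h and 3.22% at 22 h, where p-values of unchanged entries would give 10%. The 8 of the 11 entries past the rule at 1 h with a restored mean had a median of 13.75 normalized counts, against 71.6 over the tested entries with one. At 22 h these medians were 92.65 and 75.66. With each miRNA arm represented by its most abundant entry, 0 passed the rule at 1 h and 6 at 22 h, and with the limit on the absolute log2 fold change at 1, 0 passed at 22 h.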

We generated a heat map from the small RNA sequencing data, illustrating the miRNA expression patterns in ventricular cardiomyocytes after exposure to 10 µM DOX (DOX) for 1 and 22 h compared to unexposed cells (Figure 2a and Table 1 and Table 2, respectively). 

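Grouped by precursor and arm, the entries past the study's rule fell on 9 miRNA names at 1 h and 16 names at 22 h, 24 different names in all. miR-101-2, miR-26b-3p and miR-125a-3p had 0 entries past the rule at either time. For miR-101-2, the inverse-variance weighted mean of the log2 fold changes, which treats entries as independent, was 0.15 (standard error 0.091) over 16 entries at 1 h and 0.01 (standard error 0.088) over 15 entries at 22 h. The entries of miR-101-2 went both ways at 22 h, from -0.57 to 0.52 in the authors' deposited table. For miR-26b-3p the weighted mean was -0.22 (standard error 0.23) over 3 entries at 1 h and 0.25 (standard error 0.32) over 2 entries at 22 h. For miR-125a-3p it was -0.17 (standard error 0.25) over 2 entries at 1 h. The only entry of miR-125a-3p at 22 h had 12 recovered reads in the library of the column control and 11 in that of the column comparison.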

The heatmap displayed about sixteen miRNAs expressed relative to vehicle control (DMSO) cells, with red indicating upregulation, blue indicating downregulation, and white indicating no change (Figure 2a). We conducted differential expression analysis using the DESeq2 program.

Volcano plots illustrated miRNA expression changes post 1 h and 22 h DOX exposure (Figure 2b,c). Blue dots depict downregulation, and red depict upregulation. Included were miRNAs meeting –log10 (*p* value) ≥ 1, with log2 fold changes ≥ 0.8 or ≤ −0.8, spotlighting pivotal miRNAs for deeper analysis of DOX-induced cardiac molecular changes. 

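The numbers of entries past the rule depended on both limits. With the p-value limit at 0.05, 9 entries passed at 1 h and 6 at 22 h, and at 0.01 the numbers were 5 and 0. With the limit on the absolute log2 fold change at 1, 6 entries passed at 1 h. Without a limit on the fold change, 39 entries had a p-value at or under 0.1 at 1 h, 22 of them positive and 17 negative, and 43 at 22 h, 27 positive and 16 negative. Among entries with a mean of at least 100 normalized counts, 0 passed at 1 h and 8 at 22 h. The median standard error of the log2 fold changes was 0.365 at 1 h and 0.441 at 22 h.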

Notably, miR-99b-5p and miR-27a-5p exhibited significant expression differences post 1 h exposure (Figure 2b,c): miR-99b-5p with a 1.91-fold increase and miR-27a-5p with a −1.09-fold decrease. 

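The sequence that Table 1 gives for miR-99b-5p, CCCGTAGAACCGATCTTGTG, had a mean of 19.56 normalized counts and a log2 fold change of 1.91 (standard error 0.40, p = 2.20e-06) in the authors' deposited table. A form of it that is 19 bases long, CCCGTAGAACCGATCTTGT, had a mean of 16.64 and a log2 fold change of 2.25 (standard error 0.41, p = 4.59e-08) in the authors' deposited table. Together these 2 entries made up 0.553% of the mean counts listed under mir-99b. The most abundant mir-99b sequence, CCCGTAGAACCGACCTTGCG, had a mean of 3400.5 and a log2 fold change of -0.42 (standard error 0.28, p = 0.140) in the authors' deposited table. Over the 7 mir-99b entries other than those 2, the weighted mean log2 fold change was -0.16 (standard error 0.11), and 6 were negative and 1 positive. Counted from 1 at the 5′ end, the Table 1 sequence differs from the mir-99a sequence CCCGTAGATCCGATCTTGTG by T9A, with the mir-99a base first. This mir-99a sequence had a mean of 58882 and a log2 fold change of -0.07 (standard error 0.24) in the authors' deposited table. The fold changes of the Table 1 sequence and of this mir-99a sequence differed by 1.98 (z = 4.22 from the standard errors of both).

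**Figure D1:**
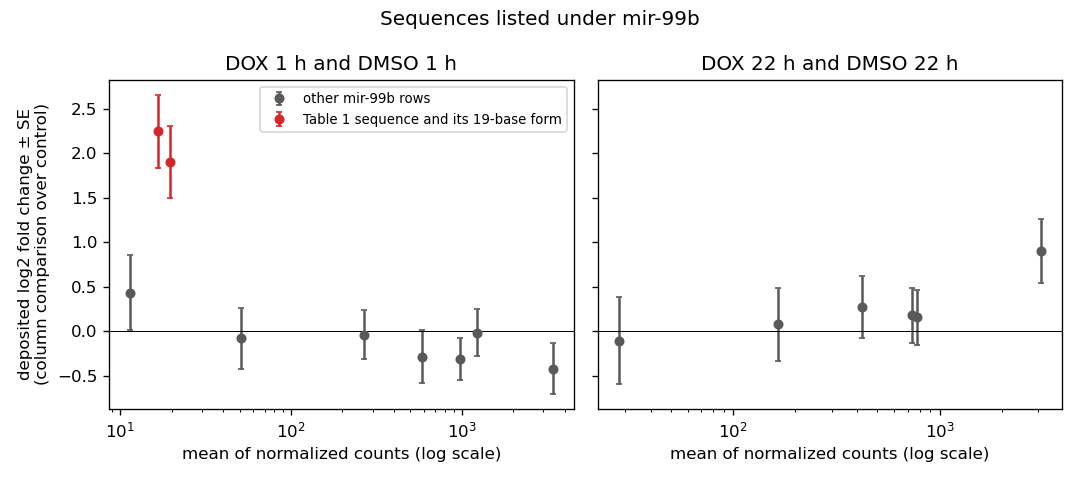
Deposited log2 fold changes with their standard errors (vertical axis, column comparison over column control) of the sequences listed under mir-99b against their mean of normalized counts (horizontal axis, log scale), at 1 h on the left and at 22 h on the right. The Table 1 sequence and its form of 19 bases lie at 1.91 and 2.25 with means of 19.56 and 16.64, and the most abundant sequence lies at -0.42 at 1 h.

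The sequence that Table 1 gives for miR-27a-5p, AGCTTAGCTGATTGGTGAACT, is listed under the precursor mir-27b, with a mean of 12.71 and a log2 fold change of -1.09 (standard error 0.42, p = 9.53e-03, adjusted p = 0.999) in the authors' deposited table. The 2 entries of the 5p arm of mir-27a had a weighted mean log2 fold change of 0.02 (standard error 0.22). The more abundant of them, GGCTTAGCTGCTTGTGAGCA, had a mean of 218.4 and a log2 fold change of 0.16 (standard error 0.33, p = 0.629) in the authors' deposited table.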

After 22 h, miR-99b-5p decreased (−1.46-fold), contrasting with miR-27a-5p increase (Figure 2a,b). 

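The Table 1 sequence of miR-99b-5p, which Table 2 also lists, was not among the 6 mir-99b entries at 22 h. The paper's value at 22 h therefore has no counterpart here. The 6 mir-99b entries at 22 h had a weighted mean log2 fold change of 0.27 (standard error 0.15), and 5 were positive and 1 negative. The most abundant, CCCGTAGAACCGACCTTGCG, had a mean of 3100.5 and a log2 fold change of 0.91 (standard error 0.36, p = 0.0117, adjusted p = 0.9998) in the authors' deposited table, and this was the smallest p-value at 22 h. The form ending in GA, CCCGTAGAACCGACCTTGCGA, had 399 recovered reads in the library of the column control and 442 in that of the column comparison, and a log2 fold change of 0.27 (standard error 0.35) in the authors' deposited table. The sequence given for miR-27a-5p had a log2 fold change of 0.32 (standard error 0.43, p = 0.453) at 22 h in the authors' deposited table. It rested on 7 recovered reads in the library of the column control and 16 in that of the column comparison. The unshrunken log2 ratio of these reads, with 0.5 added to each and scaled for library size, was 1.31, an alternative chosen after seeing the data. The most abundant sequence of the 5p arm of mir-27a had 41 and 51 recovered reads, and its log2 fold change was 0.26 (standard error 0.49) in the authors' deposited table. With 1 library on each side, none of these differences has a replicate check.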

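The sequences listed in Table 1 were rare at 1 h compared with the most abundant sequences of the same miRNA names. The 7 of 8 with a restored mean had between 10.39 and 19.56 normalized counts, while the most abundant entries had between 21.22 and 20733. For 5 of these 8 names, the most abundant entry had the opposite sign. Its log2 fold change was at or over 0.8 in absolute value for 0 of the 8, with a range from -0.42 to 0.35. For miR-27a-5p, miR-127-5p, miR-23b-3p and let-7d-5p it lay within 1 standard error of 0, so its sign gives no direction there. Among the 5 is miR-27a-5p, whose listed sequence stands under mir-27b and whose most abundant entry stands under mir-27a. Its change of sign is therefore between precursors and not within a miRNA. The entries of miR-181b-3p, which share a sign, also stand under different precursors, mir-181b-2 and mir-181b-1. For let-7d-5p, the listed sequence AGGTAGTAGGTTGTATAGTTA had a log2 fold change of 1.18 (standard error 0.41, p = 0.00411) in the authors' deposited table, against a weighted mean of 0.11 (standard error 0.088) over the 10 entries of that name. The listed sequence has TGTA where the most abundant entry of the name, AGGTAGTAGGTTGCATAGTT, has TGCA. Without its last base it is AGGTAGTAGGTTGTATAGTT, an abundant sequence of its own at 1 h. A change of sign within let-7d was therefore not shown. For miR-23b-3p, the listed sequence CACATTGCCAGGGA stood under both mir-23b and mir-23a, with log2 fold changes of 1.00 (standard error 0.41) and 0.50 (standard error 0.42) in the authors' deposited table. The weighted mean over the 11 entries of miR-23b-3p was 0.04 (standard error 0.077). The listed entries of miR-148b-5p at -0.83, miR-181b-3p at 0.83 and miR-127-5p at 0.86 in the authors' deposited table had weighted means over their names of 0.00015, 0.31 and 0.17 (standard errors 0.23, 0.24 and 0.16).

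**Figure D2:**
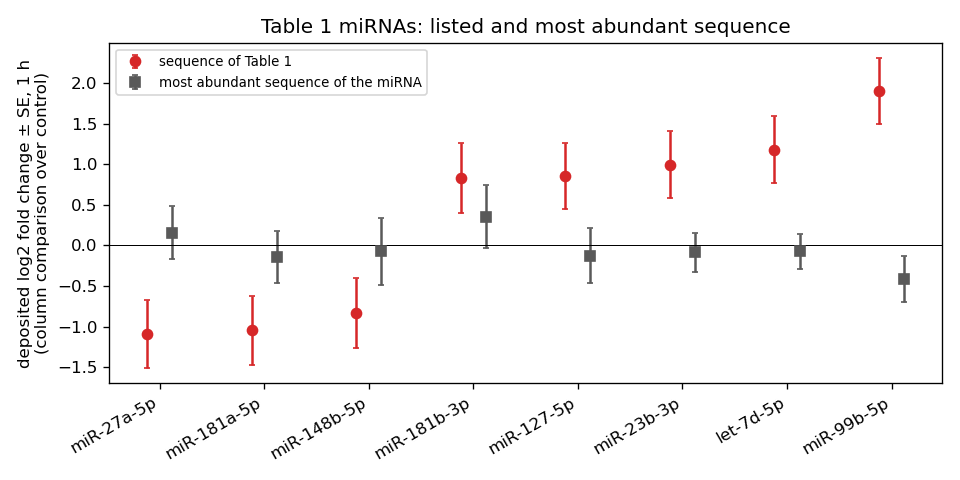
Deposited log2 fold changes at 1 h with their standard errors (vertical axis, column comparison over column control) for the 8 miRNAs of Table 1 (horizontal axis). Circles show the sequence given in Table 1 and squares the most abundant sequence of the same miRNA name. The squares lie between -0.42 and 0.35. For miR-27a-5p the circle is a mir-27b sequence and the square a mir-27a sequence.

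For the 5 miRNAs of Table 2 whose sequence was analysed here at 22 h, the most abundant entry had the opposite sign for 0 and a log2 fold change at or over 0.8 in absolute value for 1, with a range from -0.59 to 0.81. That 1 is miR-136-5p, whose listed sequence is itself the most abundant, so its sign could not differ. Of the listed sequences, miR-425-5p (TGACACGATCACTCCCGTTGT) had 13 recovered reads in the library of the column control and 63 in that of the column comparison at 22 h, and a log2 fold change of 0.96 (standard error 0.49, p = 0.0505) in the authors' deposited table. For miR-136-5p (TCCATTTGTTTTGATGATGG) the recovered reads were 5 and 38, and the log2 fold change in the authors' deposited table was 0.81 (standard error 0.46, p = 0.0746). The sequences of miR-24-1-5p, with 27 and 14 recovered reads, and of miR-378c-5p, with 18 and 6, had log2 fold changes of -0.27 and -0.33 (standard errors 0.47 and 0.42) in the authors' deposited table. The latter sequence also stood under mir-378d-2 with 20 and 9 recovered reads and under mir-378a with 18 and 10. There its log2 fold changes were -0.27 and -0.19 (standard error 0.45 for each) in the authors' deposited table. The sequence of miR-133a-1-3p stood under mir-133a-1 with 23 and 7 recovered reads and under mir-133a-2 with 16 and 14. The corresponding log2 fold changes were -0.41 (standard error 0.44) and -0.01 (standard error 0.45) in the authors' deposited table.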

To enrich notable miRNA identification, those with significant up or downregulation (≥0.8 or ≤−0.8-fold changes) were included (Figure 2c and Table 1 and Table 2).

The Venn diagram illustrates the count of miRNAs exhibiting differential expression, encompassing 1 h (depicted by the pink circle) and 22 h of exposure to DOX (represented by the gray circle). 

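By entry, 0 passed the study's rule at both times, out of 27 that passed at either. By precursor and arm, 1 name passed at both, the 5p arm of mir-99b. Its entries past the rule were 2 different sequences at 1 h and a further one at 22 h, and all 3 were positive. Without a limit on the fold change, 2 entries had a p-value at or under 0.1 at both times. With the p-value limit at 0.05 and the fold change limit kept, 0 entries passed at both times.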

Within the intersection of these two sets lies the singular miRNA showing differential expression in both conditions, identified as miR-99b-5p (Figure 2d).

We conducted Gene Ontology (G.O.) term enrichment analysis for biological processes using the target genes of the identified miRNAs with changes in their expression related to DOX-induced cardiotoxicity at 1 h and 22 h of exposure. The G.O. enrichment analysis was performed with a –log10 (*p* value) ≥ 1 value. Figure 2e–f summarizes the enrichment analysis of G.O. terms of interest.

These findings indicated that DOX directly influences the reciprocal regulation of specific miRNAs in isolated guinea pig ventricular cardiomyocytes. This influence may activate several critical biological processes, including regulating gene expression, DNA repair mechanisms, cellular responses to DNA damage, and oxidative stress. 

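Of the 27 entries past the study's rule at either time, 17 had a value at both, and 15 of these 17 (88.2%) had log2 fold changes of opposite sign at 1 h and 22 h (exact two-sided binomial test against an even split, p = 0.00235; entries of 1 miRNA are not independent, and GCAGCACGTAAATATTGGTGT is counted under both mir-16-1 and mir-16-2). Of these 17, only 1 had passed the rule at 1 h, and 16 had passed at 22 h. With 1 entry per miRNA name, 4 of 5 had opposite signs (exact binomial test, p = 0.375). Among all 1292 entries in both tables, 60.9% had opposite signs. Across these entries, which are not independent replicates, Pearson's r between the log2 fold changes at 1 h and 22 h was -0.32 and Spearman's rho was -0.33. By their labels, the comparisons at the 2 times share no group, but a library present in both was not excluded. The difference between the fold changes at 22 h and 1 h was tested for 1258 entries from their standard errors, which at 22 h come from 1 library on each side. An adjusted p-value under 0.05 (Benjamini-Hochberg) was reached by 0 of them, and an unadjusted one under 0.05 by 18. The largest z was 2.89, for the most abundant mir-99b sequence, whose log2 fold change differed by 1.33 between the times. From the miRNAs that changed at 1 h and 22 h and the enriched G.O. terms of their target genes, the paper proposes that DOX acts directly on the reciprocal regulation of particular miRNAs, and that this sets off processes such as DNA repair and the response to oxidative stress.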

The enrichment analysis of G.O. terms for biological processes supports this suggestion, indicating the involvement of these processes at both 1 and 22 h of exposure to DOX (Figure 2e–f, respectively).

### 2.3. Validation of miRNA Differential Expression by RT-qPCR Stem-Loop

We validated miRNA expression via RT-qPCR Stem-Loop assays following RNAseq analysis. Selected miRNAs included miR-27a-5p, miR-99b-5p, miR-133a, miR-181a-5p, and miR-34a-5p (Figure 3). miR-34a-5p was included based on our previous studies. Relative differential expression (rER) confirmed differential patterns. At 1 h post-exposure (hpe) to 10 µM DOX, cardiomyocytes significantly downregulated miR-27a-5p (5-fold), miR-133a-3p (2-fold), miR-181a-5p (1.3-fold), and miR-34a-5p (2.5-fold), while miR-99b-5p increased (8-fold). At 22hpe, miR-34a-5p increased (1.7-fold), and miR-133a-3p decreased (3-fold) compared to controls (Figure 3). These findings aligned with NGS for miR-99b-5p, miR-27a-5p, miR181a-5p (1 hpe), and miR-133a-3p (22 hpe). However, miR-99b-5p and miR-133a-3p showed discrepancies between the RT-qPCR and NGS results. 

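For miR-181a-5p at 1 h, the sequence listed in Table 1, CATTCAACGCTGTCGG, stood under the precursors mir-181a-1 and mir-181a-2 with log2 fold changes of -1.05 and -1.14 (standard error 0.43 for each, p = 1.44e-02 and 0.00762) in the authors' deposited table. Over the 12 entries of miR-181a-5p the weighted mean was -0.17 (standard error 0.084), and 9 were negative and 3 positive. The most abundant of them had a mean of 12998 normalized counts and a log2 fold change of -0.15 (standard error 0.32) in the authors' deposited table. At 22 h, 1 library stood on each side, so entries of 1 miRNA are no replicates. A standard error over them measures no spread between cultures. By the labels, the column control would hold DOX 22 h, so a negative sign is not read here as lower under DOX. For the 3p arm of mir-133a-1 at 22 h, 8 of 9 entries were negative, with a weighted mean of -0.32 (standard error 0.13). The most abundant, with a mean of 98838, had a log2 fold change of -0.59 (standard error 0.31, p = 0.0529, adjusted p = 0.9998) in the authors' deposited table.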

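At 1 h, 13 of the 16 entries of the 3p arm of mir-133a-1 were positive and 3 negative, with a weighted mean log2 fold change of 0.15 (standard error 0.097). The most abundant of these entries, with a mean of 108599 normalized counts, had a log2 fold change of 0.32 (standard error 0.38, p = 0.400) in the authors' deposited table. The sequence of Table 2 had log2 fold changes of 0.05 under mir-133a-1 and -0.21 under mir-133a-2 (standard error 0.42 for each) at 1 h in the authors' deposited table, and the difference between them was smaller than either standard error. For miR-99b-5p, the weighted mean over all 9 entries at 1 h was 0.13 (standard error 0.10).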

Notably, miR-99b-5p exhibited significant differential expression at 1 hpe and 22 hpe, corroborating RNAseq data (Figure 2d).

We investigated whether there were differences in miRNA expression levels between 1 hpe and 22 hpe. We found that miR-99b-5p, miR-27a-5p, and miR-181a-5p at 22 hpe were differentially expressed concerning cardiomyocytes at 1 hpe (Figure 3). The results agree with the data obtained by RNAseq regarding miR-99b-5p and miR-27a-5p; however, this agreement does not extend to miR-181a-5p (Figure 2a and Figure 3c). 

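In the comparison of DOX 22 h and DOX 1 h, 3 of the 2369 entries with a p-value in the authors' deposited table passed the study's rule, 2 positive and 1 negative. The adjusted p-value was under 0.05 for 0 of them, and an unadjusted p-value under 0.05 stood at 6 entries in the authors' deposited table. The 5p arm of mir-27a was among the 3, through GGCTTAGCTGCTTGTGAGCA, with a log2 fold change of 1.13 (standard error 0.48, p = 0.0195, adjusted p = 1) in the authors' deposited table. This sequence had 41 recovered reads in the library of the column control and 191 in that of the column comparison. By the labels, the column control would hold DOX 22 h and the column comparison DOX 1 h. Unless labels were exchanged, a positive sign in this comparison would be a higher level at 1 h. Of the 4 entries of the 5p arm of mir-27a, 3 were positive and 1 negative. The sequence that Table 1 gives for miR-27a-5p had 7 and 29 recovered reads, and its log2 fold change was 0.48 (standard error 0.46, p = 0.289) in the authors' deposited table. The Table 1 sequence of miR-99b-5p had 1 recovered read in the library of the column control and 7 in that of the column comparison. Of the 12 entries of miR-99b-5p, 10 were positive and 2 negative, and the most abundant was at 0.24 (standard error 0.22, p = 0.287) in the authors' deposited table. The Table 1 sequence of miR-181a-5p had 6 and 8 recovered reads, and of the 12 entries of that miRNA 5 were positive and 7 negative. The comparison also contains time in culture. Derived from the 3 comparisons for 1292 entries, the change between DMSO 22 h and DMSO 1 h had an SD across entries of 0.39 on the log2 scale. This SD carries the error of all 3 comparisons and was not tested against no change.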

The results described in Figure 3f,g provide valuable insights into the miRNA–target interactions evaluated in the study. In Figure 3f, the number of target genes predicted and validated for the analyzed miRNAs indicates the impact of the regulatory roles of these miRNAs. A higher count suggests a more impacted biological process. Figure 3g, additionally, the Venn diagrams depicting the overlap of predicted and validated target genes among the analyzed miRNAs reveal shared targets between multiple miRNAs. This overlap signifies potential cooperative or synergistic effects regulating these common target genes, highlighting the complexity and interconnectedness of miRNA-mediated regulatory networks and molecular pathways.

To understand DOX-induced molecular mechanisms, we predicted miRNA targets using G.O. enrichment analysis (Figure 2d,f). At 1 and 22 h post-exposure, DOX affected various biological processes (–log10 (*p* value) ≥ 1), including DNA damage response pathways, activating repair mechanisms against drug-induced genotoxicity. Upregulated apoptotic pathways indicated increased programmed cell death in cardiac tissue, contributing to observed cardiac dysfunction and ROS-induced oxidative stress, disrupting cellular balance and causing tissue damage. Additionally, inflammatory pathway activation exacerbated tissue damage and impaired cardiac function post-DOX exposure. These findings highlight the multifaceted nature of DOX-induced cardiotoxicity involving DNA damage, apoptosis, oxidative stress, and inflammation, potentially leading to cardiac dysfunction.

### 2.4. ATP-Sensitive Potassium Channel (KATP) Coding Genes Are Expressed Differently in Cardiomyocytes Injured by Direct Exposure to DOX

Considering the results obtained regarding DOX-induced injury in cardiomyocytes, the changes in miRNA expression, and the fact that miRNAs act by acting on mRNA molecules, we investigated possible molecular targets related to this injury. Previous studies showed a significant role of KATP channels in cardioprotection, as cellular stress activates them [26,27]. Thus, we evaluated the gene expression levels of several genes in cardiomyocytes exposed to 10 μM DOX for 1 h and 22 h by RT-qPCR. KATP channels comprise three functional subunits: SUR2A, Kir6.1, and Kir6.2, which the ABCC9, KCNJ8, and KCNJ11 genes encode, respectively [28]. To determine whether DOX alters the expression of KATP-encoding genes, we evaluated mRNA levels in cardiomyocytes exposed or not to 10 μM of DOX at the previously defined time points. As shown in Figure 4, cardiomyocytes treated with DOX for 22 h exhibited decreased mRNA expression of the KCNJ8 (2.1-fold decrease) (Figure 4a), KCNJ11 (1.7-fold decrease) (Figure 4c) and ABCC9 (2.6-fold decrease) genes (Figure 4e) compared to the control cardiomyocytes. At the protein level, cardiomyocytes exposed to DOX did not exhibit significant changes in Kir6.1 levels compared to the vehicle (Figure 4b). At the protein level, among the three subunits composing KATP, SUR2A exhibited decreased expression after 22 h of exposure to DOX (Figure 4f), consistent with the observations made at the mRNA level (Figure 4e). We observed no statistically significant variation in protein levels for Kir6.1 (Figure 4b) and Kir6.2 (Figure 4d) despite the differential expression of mRNA for the genes encoding them (Figure 4a,c, respectively).

### 2.5. Differential mRNA Expression for Additional miRNA Molecular Targets, Including GSK3β, SIRT1, and FOXO1

We comprehensively searched for other potential molecular targets of our differentially expressed miRNAs associated with DOX cardiotoxicity or cardioprotection. Our search identified three interesting molecules for evaluation: Forkhead Box O1 (FOXO1), glycogen synthase kinase-3 beta (GSK3β), and Sirtuin 1 (SIRT1). Researchers have reported that FoxO1 participates in the regulation of oxidative stress in rat cardiomyocytes [29]. FoxO1 regulates glucose and fatty acid metabolism in cardiac mitochondrial dysfunction in type 1 diabetes [30]. Additionally, FoxO1 increases the expression of the Kir 6.1, Kir 6.2, and SUR2A subunits of the KATP channel [31]. Our RT-qPCR results showed a significant increase in FOXO1 expression 1hpe to DOX (2.4-fold increase), which was followed by a statistically significant decrease at 22 h post-exposure (4-fold decrease) (Figure 4g), suggesting a significant role in DOX-mediated cardiotoxicity. According to the scientific literature, miR-99b-3p, but not miR-99b-5p, targets glycogen synthase kinase-3 beta GSK-3β [32], which was associated with the inhibition of electron transport chain subunits, leading to ROS production and ATP depletion. Although we did not detect miR-99b-3p in our study, we evaluated GSK3b expression [33]. 

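miR-99b-3p, the 3p arm of mir-99b, had 2 entries in the authors' deposited table for DOX 22 h and DOX 1 h. The sequence AGCTCGTGTCTGTGGGTCCGT had a mean of 7.50 normalized counts and a log2 fold change of -0.03 (standard error 0.39, p = 0.935) in the authors' deposited table. The shorter sequence AGCTCGTGTCTGTGGGTCT had a mean of 2.83 in the authors' deposited table, from 5 recovered reads in the library of the column control and 0 in that of the column comparison. Both entries were negative. For comparison, the most abundant sequence of miR-99b-5p had a mean of 2628.9 there. Both entries lay under a mean of 10 normalized counts, the floor set here for the restored means at 1 h and 22 h. No difference was detectable at this depth.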

Interestingly, at 22 h post-exposure to DOX, GSK3β mRNA exhibited a statistically significant decrease (3.5-fold decrease) (Figure 4h). Finally, researchers have proposed that SIRT1 influences cardiac function through its association with regulating energy metabolism and cardiac hypertrophy and its demonstrated protective effect against oxidative stress [34]. Notably, our results showed a significant increase in Sirt1 mRNA levels following direct exposure to DOX at both 1 (5-fold increase) and 22 h (2.8-fold increase) compared to the control (Figure 4i); we witnessed similar findings for FOXO1, indicating cellular response to DOX-induced stress. For a proper analysis of the expression of these molecules, their confirmation at the protein level is necessary by Western blot.

### 2.6. miRNA Functional Analysis and Phenotype-Associated Molecules Network

To elucidate the biological impact of differentially expressed miRNAs that explain the cellular changes associated with DOX-induced injury in cardiomyocytes, we developed a functional and network analysis of the selected miRNAs, their reported target genes, and phenotype-relevant proteins such as KATP channel subunits and cardioprotective-related proteins. We used the ClueGO/CluePedia plugin from Cytoscape (ClueGO v2.5.10, CluePedia v. 1.5.10, Cytoscape v. 3.9.1) [35,36,37]. We analyzed the up and downregulated miRNAs as clusters (up in red and down in blue), obtained the validated reported target genes, and performed a pathway enrichment analysis, selecting those associated with the observed phenotype. For 1 hpe, we obtained 1496 target genes from 10 miRNA and 735 target genes for 22 hpe from 7 miRNA retrieved from mirTarBase and miRecords databases (enrichment of all MTI for each miRNA, up to 300 genes, score ≥ 0.6) (see Tables S1 and S2 CluePedia). To the list of miRNA–target interactions (MTIs), we included proteins of interest such as KATP subunits KCNJ11, KCNJ8, and ABCC9 and cardioprotection-related ones such as SIRT1 and GSK3B, its transcription factor FOXO1, and its experimental change in expression.

Pathway enrichment analysis was performed using Reactome, Wikipathway, and the KEGG database. Specific for the 1 hpe up cluster (target gene up, miRNA down) are pathways such as “Formation of Senescence-Associated Heterochromatin Foci (SAHF)” (corrected *p*-value = 7 × 10^−5^, 62% associated genes), “Apoptosis-induced DNA fragmentation” (corrected *p*-value = 2 × 10^−3^, 62% associated genes), and “Oxidative stress-induced senescence” (corrected *p*-value = 3 × 10^−7^, 34 genes, 27% associated genes), and for the down cluster (target gene down, miRNA up) are “Somatroph axis (GH) and its relationship to dietary restriction and aging” (corrected *p*-value = 3 × 10^−4^, 100% associated genes) and “Sphingolipid metabolism in senescence” (corrected *p*-value = 4 × 10^−2^, 10 genes, 36% associated genes). For the 22 hpe results, the only one specific for the up cluster is the “AGE/RAGE pathway” (corrected *p*-value = 1 × 10^−2^, 12 genes, 18% associated genes). In contrast, for the down cluster, the highlights are “ATP-sensitive potassium channels” Reactome pathway (corrected *p*-value =2 × 10^−3^, 4 genes, 100% associated genes), “POU5F1 (OCT4), SOX2, NANOG repress genes related to differentiation” (corrected *p*-value = 4 × 10^−2^, 3 genes, 100% associated genes), “DNA Damage/Telomere Stress Induced Senescence” (corrected *p*-value = 3 × 10^−5^, 17 genes, 21% associated genes), in addition to the above pathways (“Oxidative Stress Induced Senescence”, corrected *p*-value = 2 × 10^−6^, 23 genes, 18% associated genes), and “Somatroph Axis (GH)” (corrected *p*-value = 6 × 10^−4^, 83% associated genes) as a non-specific pathway (see Tables S1 and S2 ClueGO).

These pathways were selected, and their genes were used as input, together with altered miRNA and proteins of interest as those regulated by more than four miRNA (degree ≥ 4) (see Tables S1 and S2 MTI PPI). Figure 5a shows the obtained molecular networks combining protein–protein interaction (PPI) and miRNA–target interaction (MTI). For 1 hpe, network analysis reveals high degree nodes such as transcription factor RB1 (belonging to Senescence-Associated Heterochromatin Foci (SAHF) and Sphingolipid metabolism in senescence) and with the lowest average shortest path length and highest betweenness centrality such as hsa-miR-34a-5p, RB1, hsa-let-7d-5p, AKT1, SIRT1, has-miR-133a, hsa-miR-23b-3p, H2AC20, H2BC1/3/5, and TNRC6B (belonging to Oxidative Stress-Induced Senescence). For 22 hpe, among the nodes with higher degrees are H2AZ1/2, SIRT1, the transcription factor CDK4, hsa-miR-34a-5p, and H2BC1/3, which are also the nodes with the lowest average shortest path length and highest betweenness centrality, together with KCNJ8 and hsa-miR-133a. These miR and genes found by network-based analysis control the information flow in the networks and are critical elements in the altered pathway. Finally, we built an MTI and PPI summary network consolidating the experimental results for expressing miRNAs and target genes in cardiomyocytes exposed to DOX, including predicted and validated MTIs and STRING PPIs (Figure 5b).

## 3. Discussion

The effectiveness of DOX in treating cancer underscores its potential to induce cardiotoxicity, resulting in cardiac dysfunction and heart failure [8,38]. Despite its widespread use, there remains a need for a deeper understanding of how DOX directly impacts cardiac cells at both the cellular and molecular levels.

Proposed mechanisms for DOX-induced cardiotoxicity include generating ROS, disrupting intracellular calcium homeostasis, mitochondrial dysfunction, and induction of apoptosis [9,39,40,41]. Experimental studies have demonstrated structural alterations in the heart following DOX exposure, indicating cardiac injury post-treatment [38]. Given the imperative need to comprehend DOX cardiotoxicity and identify cardioprotective strategies, research on miRNAs has gained prominence [42]. This study investigated how direct exposure to DOX affects miRNA expression and its targets, mainly focusing on miRNAs involved in cardioprotective mechanisms such as KATP, SIRT1, and FOXO1 on the guinea pig experimental model, which offers a valuable platform for investigating changes in the expression of miRNAs and some of their targets in response to doxorubicin-induced cardiomyocyte injury [43], providing insights into human cardiac physiology and potential therapeutic strategies. By describing some molecular changes induced by DOX in cardiomyocytes, this research contributes to understanding the mechanisms underlying DOX-induced cardiotoxicity and identifying potential targets for prevention, diagnosis, and intervention strategies.

The results demonstrate that DOX exposure induces damage to guinea pig isolated ventricular cardiomyocytes. Initial assessments based on cell morphology revealed that cardiomyocytes exposed to concentrations of 10 μM or higher for durations ranging from 21 to 36 h exhibited significant shortening, indicating loss of viability. Further investigation showed that exposure to 10 μM DOX for 36 h resulted in a 75.3% reduction in cell length, accompanied by increased levels of ROS and intracellular calcium. Additionally, mitochondrial membrane depolarization suggests disruption of cellular bioenergetics and metabolism. These findings highlight the detrimental effects of DOX on cardiomyocyte structure and function, consistent with previous research conducted on various cell models [9,44]. Overall, the study underscores the importance of understanding the mechanisms underlying DIC to develop strategies for mitigating its adverse effects on cardiac health.

Our results indicate a direct effect of DOX on guinea pig isolated ventricular cardiomyocytes, as evidenced by cell shortening, increased levels of ROS, intracellular calcium overload, and mitochondrial membrane depolarization. These findings are consistent with loss of viability and proposed mechanisms of cardiac cytotoxicity observed in different cellular models [39,41,45]. The alteration of calcium homeostasis, with an intracellular increase, is associated with the induction of shortening and subsequent contracture of the cardiomyocyte. Changes in cytoplasmic Ca^2+^ establish a link between plasma membrane depolarization and contraction, referred to as excitation–contraction coupling [46].

The increase in ROS production observed in our experimental model may be related to the oxidation–reduction processes that DOX undergoes upon entering the cardiomyocyte through passive diffusion. These reactions generate ROS as by-products, promoting an oxidative environment that could be lethal for the cardiomyocyte, especially given its high mitochondrial density and energy consumption [47]. DOX can bind to cardiolipin on the mitochondrial membrane, resulting in a change in mitochondrial membrane potential. This process uncouples the electron transport chain, which, in turn, promotes the production of ROS [47,48,49,50,51]. Furthermore, increased ROS production is associated with elevated cytoplasmic Ca^2+^ levels, achieved through the stimulation of Ca^2+^ release from the sarcoplasmic reticulum via activation of the ryanodine receptor and disruption of Ca^2+^ scavenging mechanisms in cardiomyocytes [45,52,53].

Additionally, as previous studies have shown, DOX can directly elevate cytoplasmic Ca^2+^ levels by interacting with molecules involved in Ca^2+^ release, such as the SERCA2 protein [53]. This direct interaction of DOX with Ca^2+^ regulatory mechanisms in cardiac cells underscores its potential contribution to cardiomyocyte injury. Consequently, this disruption leads to dysregulation of intracellular Ca^2+^ homeostasis, ultimately promoting cardiomyocyte apoptosis [54,55,56]. The findings of this study support the previous studies about the interaction between oxidative stress and calcium dysregulation in the context of doxorubicin-induced cardiotoxicity.

Preserving mitochondrial membrane potential is essential for maintaining cardiomyocyte mitochondrial function, especially for the functioning of the electron transport chain and oxidative phosphorylation to generate ATP [57]. Therefore, depolarization of the mitochondrial membrane affects energy production and promotes cardiomyocyte death [58]. Our results are consistent with other works that have linked mitochondrial membrane depolarization to the opening of the mitochondrial Permeability Transition Pores (mPTPs) by molecules such as calcium and ROS [54] and the initiation of apoptosis by promoting the release of proapoptotic factors such as cytochrome c and Apoptosis-Inducing Factor (AIF) [55]. Therefore, the increase in ROS and intracellular calcium levels observed in this study after 12 and 30 h of exposure to DOX, respectively, could suggest the involvement of ROS and calcium in mPTP opening and mitochondrial depolarization in the context of DOX-induced injury.

Exposure to DOX for isolated cardiomyocytes may initiate molecular changes in cardiomyocytes preceding visible lesions, including alterations in gene expression, notably miRNAs. We used small RNA sequencing to compare miRNA expression in cardiomyocytes exposed to 10 µM DOX for 1 and 22 h with untreated cells. After being treated with DOX, there are significant changes in miRNA expression among cardiomyocytes. About sixteen miRNAs with changed expression patterns were displayed through a heat map, and DESeq2 analysis confirmed these changes. Differential expression analysis revealed significant miR-99b-5p upregulation after 1 h of DOX exposure but downregulation after 22 h. Previous studies suggest miR-99b-5p has a role in reducing cardiac hypertrophy and dysfunction [59]. Its putative targets include ARID3A, IGF1R, MFGE8, MTOR, RAVER2, and RAVER2, which are involved in various biological processes [59,60]. Conversely, miR-27a-5p overexpression after 22 h of DOX exposure is linked to cardioprotective mechanisms and inhibition of autophagy-related 7 (Atg7 [61]). These findings underscore the intricate role of miRNAs in mediating responses to DOX-induced cardiotoxicity and their potential diagnosis markers and therapeutic targets for their adverse effects.

Volcano plots illustrate miRNA expression changes post 1 and 22 h of DOX exposure. Notably, miR-99b and miR-27a show significant differential expression after 1 h, with miR-99b increasing and miR-27a decreasing. However, after 22 h, miR-99b decreases while miR-27a increases. MiRNAs with significant expression changes (log2 fold changes ≥ 0.8 or ≤−0.8) are identified for further investigation. These findings reveal dynamic alterations in miRNA expression in response to DOX-induced damage. DOX exposure likely activates signaling pathways that modulate miRNA expression levels. For example, oxidative stress triggered by DOX could stimulate the activity of transcription factors involved in regulating miRNA expression. Moreover, the observed changes in miRNA expression may signify an adaptive response by the cells to bolster their antioxidant defenses or activate pathways associated with cellular repair and survival in response to DOX-induced injury. Further exploration of the precise molecular mechanisms driving these changes is necessary to grasp their implications in DOX-induced cardiotoxicity comprehensively.

The Venn diagram shows miRNA expression at 1 and 22 h of DOX exposure, revealing miR-99b-5p as the only miRNA with altered expression in both conditions. Gene Ontology (G.O.) enrichment analysis explored the biological processes these miRNAs affect in DOX-induced cardiotoxicity. Significance was determined by –log10 (*p* value) ≥ 1. The results (Figure 2e,f) summarize enriched G.O. terms, suggesting DOX’s direct influence on the reciprocal regulation of specific miRNAs in guinea pig ventricular cardiomyocytes. This influence may activate critical biological processes, including gene expression regulation, DNA repair, and responses to oxidative stress. The enrichment analysis of G.O. terms for biological processes supports this suggestion, indicating the involvement of these processes at both 1 and 22 h of exposure to DOX.

The study validates miRNA expression by RT-qPCR stem-loop assays and confirms the results of RNAseq analysis for five miRNAs (Figure 3). Cardiomyocytes show significant miRNA expression changes at 1 and 22 h post-exposure (hpe). In particular, miR-99b-5p increases consistently at both time points, consistent with the RNAseq results. However, there are discrepancies for miR-181a-5p and miR-133a-3p. While miR-99b-5p and miR-27a-5p show consistent expression patterns between methods, inconsistencies may be due to differences in sensitivity and specificity. Variations in RNA extraction, reverse transcription, PCR amplification efficiencies, sample heterogeneity, and miRNA processing rates may affect expression measurements. In addition, differences in data normalization methods between RNAseq and RT-qPCR analyses may contribute to discrepancies in expression patterns. Despite these discrepancies, the consistent expression patterns of miR-99b-5p and miR-27a-5p across both methods provide confidence in their reliability. The agreement between miR-99b-5p expression levels and RNAseq results at both 1 hpe and 22 hpe further supports the robustness of these findings in response to DOX-induced injury. Further analysis reveals that miR-99b-5p, miR-27a-5p, and miR-181a-5p exhibit differential expression between 1 hpe and 22 hpe. These results provide insights into the temporal dynamics of miRNA expression in response to DOX-induced injury.

The changes in miRNA expression reflect the complex cellular responses to DOX-induced stress over time. Initial exposure may activate genes associated with cardioprotective mechanisms, leading to the upregulation of specific miRNAs. However, prolonged exposure may cause a shift in cellular response and a downregulation of miRNAs involved in regulatory processes. The targets and functions of these miRNAs may vary depending on the duration of DOX exposure, highlighting the need for further research to understand the mechanisms and functional implications of DOX-induced cardiotoxicity.

Additionally, analyzing predicted and validated target genes for the miRNAs sheds light on their regulatory roles in specific biological processes. The overlap of target genes among miRNAs underscores potential cooperative or synergistic effects in regulating common targets, highlighting the complexity of miRNA-mediated regulatory networks.

G.O. enrichment analysis further elucidates potential molecular mechanisms underlying DOX-induced cardiotoxicity, revealing the involvement of various biological processes such as DNA damage response, apoptosis, oxidative stress, and inflammation. These findings underscore the multifaceted nature of DOX-induced cardiotoxicity and provide valuable insights for developing molecular diagnosis markers and therapeutic strategies to mitigate its adverse effects on cardiac function.

The differential expression of mRNA for potential molecular targets associated with CID reveals insights into the underlying mechanisms of cardiac alterations. We identified KATP, FOXO1, GSK3β, and SIRT1 as potential targets of our differentially expressed miRNAs.

To assess the impact of DOX on the expression of KATP-encoding genes, we conducted an RT-qPCR analysis of mRNA levels in cardiomyocytes exposed to 10 μM DOX for 1 h and 22 h. The KATP channels consist of three functional subunits encoded by the ABCC9, KCNJ8, and KCNJ11 genes, corresponding to SUR2A, Kir6.1, and Kir6.2 [62,63]. Our findings indicate that cardiomyocytes treated with DOX for 22 h exhibit decreased mRNA expression of KCNJ8, KCNJ11, and ABCC9 genes compared to control cells. There are no significant changes in Kir6.1 levels at the protein level, whereas SUR2A displays decreased expression after 22 h of DOX exposure, consistent with mRNA results. However, the protein levels of Kir6.2 do not show significant variation despite changes in mRNA expression. These results imply that DOX exposure modulates the expression of KATP-encoding genes in cardiomyocytes, potentially influencing the function of KATP channels and contributing to DIC. Possible explanations for why we observed no statistically significant variation in protein levels for Kir6.1 (Figure 4b) and Kir6.2 (Figure 4d), despite the differential expression of mRNA for the genes encoding them (Figure 4a, c, respectively), could include post-transcriptional modifications, protein stability, translation efficiency, or the presence of regulatory factors affecting protein synthesis or degradation.

Additionally, discrepancies between mRNA and protein levels may arise due to differences in their turnover rates, cellular localization, or the involvement of complex regulatory mechanisms, such as microRNA-mediated post-transcriptional regulation or protein–protein interactions. Our study evaluated KATP expression regarding miRNA regulation as potential a gene expression regulator. Further investigation is warranted to elucidate the underlying mechanisms responsible for these observations. Understanding how doxorubicin treatment affects KATP channel activity is essential to comprehend the mechanisms of doxorubicin-induced cardiotoxicity.

FOXO1 regulates oxidative stress and metabolic pathways in cardiomyocytes [30,64,65]. Our results show a significant increase in FOXO1 expression at 1 h post-exposure to DOX, followed by a decrease at 22 h, suggesting its involvement in DOX-mediated cardiotoxicity. GSK3β plays a role in electron transport chain regulation and ROS production [32,33,66]. Interestingly, GSK3β mRNA significantly decreased at 22 h post-exposure to DOX, indicating a potential link between miR-99b-mediated regulation and DOX-induced ROS production.

SIRT1 modulates cardiac function and protects against oxidative stress [34,67,68,69]. Our findings reveal a significant increase in SIRT1 mRNA levels following DOX exposure at both 1 and 22 h, suggesting its involvement in DOX-induced alterations similar to FOXO1. Recent studies have shown that miR-34a-5p regulates SIRT1 expression in response to DOX. Our findings indicate that DOX treatment alters the expression of miR-34a-5p and SIRT1, although their expression levels do not correlate [70]. Given the lack of direct association between these two molecules, further studies are necessary to understand their potential relationship.

DOX exposure may trigger signaling pathways that regulate SIRT1 gene expression. For instance, oxidative stress induced by DOX could activate transcription factors that promote SIRT1 expression. Additionally, the observed increase in SIRT1 mRNA levels may reflect an attempt by the cells to enhance their antioxidant defense mechanisms or activate pathways involved in cellular repair and survival in response to DOX-induced damage. Further investigation into the specific molecular mechanisms underlying these changes is warranted to understand their full implications in DOX-induced cardiotoxicity.

The obtained functional and regulatory networks reveal the high connection among the studied genes, and the enriched pathways help to explain the observed DOX-induced phenotype (Figure 5). This systems biology approach is required, considering the potential cooperative or synergistic effects of altered miRNAs (Figure 3g). The proteins selected from enriched pathways are possibly associated with the DOX-induced injury phenotype and could represent key targets to evaluate in further studies. Notably, at 22 hpe, all the subunits of the KATP, analyzed as the “ATP sensitive Potassium channels” Reactome Pathway, are downregulated, determined by database mining or experimentally in the present study. The network analysis highlights genes such as hsa-miR-34a-5p, RB1, hsa-let-7d-5p, AKT1, SIRT1, hsa-miR-133a, hsa-miR-23b-3p, H2AC20, H2BC1/3/5, and TNRC6B at 1 hpe, and H2AZ1/2, SIRT1, the transcription factor CDK4, hsa-miR-34a-5p, and H2BC1/3 at 22 hpe, as crucial components in the regulatory networks. These genes control the flow of information in the networks, regulate associated pathways, and represent potential therapeutic targets. The molecular networks obtained for 22 hpe uncover the possible effect of altered miRNAs and the deleterious effects of DOX at that time. The specific enriched pathways correlate with the observed phenotype, and their associated genes and miRNAs offer novel candidates for further study and insights into understanding the molecular mechanism behind the doxorubicin-induced cardiotoxicity. The results suggest the involvement of signaling pathways in adaptation to cardiomyocyte stress conditions, while computational analyses highlight the complexity of miRNA regulation and its association with cardiotoxic progression. These insights provide novel candidates for further research and deepen our understanding of impaired cardiomyocyte function and metabolism in the context of doxorubicin-induced cardiotoxicity.

The definition of cancer therapy-related cardiac dysfunction (CTRCD) has evolved, emphasizing the need for new biomarkers like microRNAs (miRNAs) for early detection. Medical professionals now classify CTRCD based on troponin levels, global longitudinal strain (GLS) changes, and left ventricular ejection fraction (LVEF). Mild CTRCD includes troponin elevation or >15% GLS change with LVEF ≥ 50%, moderate involves a 10-point LVEF drop to 40–49%, and severe is LVEF < 40%. Recent guidelines recommend initiating beta-blockers and ACEIs for mild CTRCD to prevent progression, supported by a class IIa recommendation and level of evidence B. Incorporating miRNAs as biomarkers could improve early detection and management of CTRCD [71].

Our findings reveal the differential expression of mRNA for FOXO1, GSK3β, and SIRT1 in response to DOX exposure, emphasizing their potential roles in DOX-induced cardiotoxicity and cardiac alterations. Our study explores the direct effects of DOX exposure on miRNAs expression and some putative molecular targets to elucidate the cellular and molecular alterations in cardiomyocytes that may predispose one to heart failure. Our focus lies specifically on investigating changes in miRNA expression associated with doxorubicin-induced isolated cardiomyocyte injury, with particular attention to changes in pivotal miRNAs involved in regulating critical molecules involved in endogenous cardioprotective mechanisms, such as KATP, FOXO1, and SIRT1, among others.

Our study confirms that DOX induces cardiotoxicity by disrupting several biological processes, including oxidative stress, mitochondrial dysfunction, viability pathways, inflammation, and autophagy dysregulation. These disruptions collectively compromise the heart’s ability to withstand injury, ultimately leading to the development of cardiac dysfunction and heart failure in patients undergoing DOX-based chemotherapy. Additionally, our in silico regulatory network analysis and functional enrichment using the miRNAs identified in our study and their molecular targets suggest that DOX may interfere with endogenous cardioprotective mechanisms. This hypothesis implies that DOX’s impact extends beyond the recognized pathways, potentially impairing the heart’s resilience to injury and increasing the risk of cardiac dysfunction and heart failure in affected individuals.

However, it is essential to note that studying isolated cardiomyocytes may only partially represent the complex interactions within intact tissues or organs. While providing valuable insights into cellular responses, isolated cardiomyocytes do not capture the holistic effects of DOX on the heart or within the context of the entire cardiovascular system. Therefore, while the experimental setup allows for a detailed examination of cardiomyocyte-specific responses, further studies are warranted to elucidate the broader effects of DOX at tissue and organ levels. Integrating findings from isolated cardiomyocyte studies with in vivo or ex vivo models could enhance our understanding of DOX-induced cardiotoxicity and its clinical implications. Further investigation is needed to unravel the specific mechanisms these molecular changes contribute to DOX-induced cardiac dysfunction and explore their potential as diagnostic biomarkers and therapeutic targets.

## 4. Materials and Methods

### 4.1. Isolation of Ventricular Cardiomyocytes from Guinea Pig (Cavia porcellus)

Ventricular cardiomyocytes were isolated from adult female Hartley guinea pigs (*Cavia porcellus*) weighing between 280 and 320 g. The isolation process utilized the Langendorff-type retrograde perfusion system combined with enzymatic dissociation employing collagenase, pronase, and proteinase K, as outlined by Gómez et al. [24]. Before thoracotomy and cardiotomy, we anesthetized the guinea pigs with pentobarbital (50 mg/kg intraperitoneally). Following excision, the hearts were promptly transferred to a Langendorff-type retrograde perfusion system containing TC-199 culture medium and heparin (1000 U/mL) for 2–3 min to eliminate blood and initiate rhythmic contractility. Subsequently, cardiomyocytes were isolated, and cell count was determined using the trypan blue exclusion assay. The isolated cardiomyocytes were then exposed to 10 μM DOX and incubated at room temperature for 22 h.

The Institutional Committee for the Care and Use of Animals (CICUAL) approved the protocol for obtaining primary cultures of cardiomyocytes from Guinea pigs. We sourced the animals from the hearts of Hartley guinea pigs (*Cavia porcellus*) bred in specialized research animal facilities that adhere to rigorous animal welfare standards approved by CICUAL. CICUAL evaluated and approved the ethical and technical relevance of animal protocol on animal protection and experimentation to safeguard animal health, welfare, and humane treatment during the evaluation process conducted at the National Institute of Health (INS) of Colombia. The specific code number and date of approval issued by R-06-November-2023-CICUAL.

### 4.2. Evaluation of the Length and Percentage of Cell Shortening of Cardiomyocytes

The length and percentage of shortening of cardiomyocytes were assessed utilizing images captured by light microscopy using the Cytation™ equipment. These images were subsequently analyzed employing the free software ImageJ Fiji 1.54f. Measurement of the length of cardiomyocytes was conducted, and the percentage of cell shortening was calculated. The percentage of cardiomyocyte shortening was determined as the change in length relative to the initial length.

### 4.3. Evaluation of ROS Levels, Intracellular Calcium, and Mitochondrial Membrane Potential

We evaluated R.O.S production using the reagent Dihydroethidium (DHE). We evaluated mitochondrial membrane potential using the JC-1 reagent from Invitrogen and measured intracellular calcium levels using the FLUO 4 AM reagent. We evaluated it under a fluorescence microscope and obtained photographic records. Subsequently, we analyzed the photographs using the free ImageJ Fiji software. We quantified mean fluorescence intensities for DHE, FLUO 4 AM, and JC1 and performed statistical analysis using the two-way ANOVA parametric test (*p* < 0.05, *n* = 10 cardiomyocytes per cluster).

### 4.4. RNA Extraction, Small RNA Sequencing, and Analysis

Total RNA extraction was conducted on isolated guinea pig ventricular cardiomyocytes exposed independently to 10 μM of DOX and to the vehicle control (DMSO) for 22 h at room temperature. We used Trizol reagent for extraction following the manufacturer’s guidelines (Invitrogen). The extracted RNA was resuspended in H2O DEPC (diethyl pyrocarbonate, Sigma–Aldrich) and quantified via spectrophotometry using the Nanodrop 2000 (Thermo Fisher Scientific, Norristown, PA, USA).

Subsequently, we performed small RNA sequencing using Illumina technology (Illumina, San Diego, CA, USA) to sequence small RNAs. We estimated the RNA integrity number (RIN) parameter using the Agilent RNA Screen Tape System (Illumina). A small RNA library was constructed using the TruSeq Small R.N.A. Library Prep Kit (Illumina Inc., San Diego, CA, USA). We performed quality control and normalized the readings obtained using the BaseSpace^®^ App. We aligned the reads against the reference genome for *Homo sapiens*. 

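Because the reads were aligned to the human genome, the tables name guinea pig sequences by human precursors. At 1 h, 1588 of the 1610 entries were sequences under 243 human precursors, 17 were predicted miRNAs and 5 carried a human mature miRNA name and no sequence. These 5 entries held 0.0019% of the mean normalized counts. At 22 h there were 1320 sequence entries under 224 precursors, 12 predicted miRNAs and 3 mature names. One sequence could stand under several precursors: at 1 h, 200 of the 1339 different sequences did, in 449 entries. For the 84 sequences at 22 h that stood under exactly 2 precursors and had recovered reads for both, the reads were compared in each of the 2 libraries, 168 comparisons in all. An exact two-sided binomial test against an even split gave a p-value under 0.05 in 6 of the 168 (3.57%), and the 2 numbers were equal in 8. The fold change of such a sequence is therefore listed more than once, each time over part of its reads.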

We registered the data at the Gene Expression Omnibus-GEO-NCBI with the access number GSE263950 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263950) (accessed on 15 April 2024).

### 4.5. RT-qPCR-Stem-Loop for miRNAs and RT-PCR for mRNAs

We selected five miRNAs to validate their expression using RT-qPCR with a stem-loop strategy. We used the SuperScript IV First-Strand Synthesis System (Thermo Fisher Scientific, Waltham, MA, USA) with 45 ng of enriched RNA for the RT assays. The reactions were performed in a BIO-RAD C1000 thermocycler under the following conditions: 30 min at 16 °C, followed by 60 cycles of 30 s at 30 °C, 30 s at 42 °C, and 1 min at 50 °C, concluding with a 5 min incubation at 85 °C. We used 1400 ng of cDNA and 250 nM of primers for the qPCR of miRNAs, employing the DyNAmo HS SYBR Green Kit (Thermo Fisher Scientific). The qPCR was carried out in a BIO-RAD CFX96 thermocycler with a program set to 3 min at 95 °C, followed by 40 cycles of 15 s at 95 °C for denaturation, 50 s at 61 °C for annealing, and 1 min at 72 °C for extension, with a final 7 min extension at 72 °C.

We synthesized cDNA from 500 ng of total RNA using the SuperScript IV First-Strand Synthesis System (Thermo Fisher Scientific) for mRNA RT-qPCR. The reaction profile in the BIO-RAD thermal cycler was 5 min at 65 °C, 10 min at 50 °C, and 15 min at 70 °C. For qPCR, we used 1400 ng of cDNA and 250 nM of sense and antisense primers corresponding to each evaluated mRNA, with the GoTaq^®^ Green Master Mix (Promega). Amplification occurred in a BIO-RAD CFX96 thermal cycler with an initial 2 min at 95 °C to activate the polymerase, followed by 35 cycles of 10 s at 96 °C for denaturation, 20 s at the primer-specific annealing temperature, and 30 s at 72 °C for extension. Melting curve analysis was performed from 55 to 95 °C using the CFX Maestro 2.3 Software (BIO-RAD) for both miRNA and mRNA qPCR assays.

To analyze differential expression quantitatively, we utilized the Relative Expression Ratio (rER) model to compare the expression levels of miRNAs and mRNAs, adjusting for PCR efficiency [72]. We used succinate dehydrogenase (SDH) as the reference gene for mRNA and U6 snRNA for miRNA.

### 4.6. Prediction of Molecular Targets (mRNAs) of microRNAs by CSmiRTar

We employed CSmiRTar (http://cosbi4.ee.ncku.edu.tw/CSmiRTar/search) (accessed on 27 March 2024) to predict potential molecular targets (mRNAs) of microRNAs [73]. Specifically, we focused on microRNAs with differential expression identified through DESeq2 analysis. The predicted target genes were selected based on their support from at least two databases and an Average Normalized Score (ANS) of ≥ 0.2. This criterion ensured the reliability of the predicted targets. By utilizing this approach, we aimed to identify microRNAs that might be involved in modulating the expression of genes associated with the observed phenotypic changes.

### 4.7. Protein Expression by Western Blot

We isolated ventricular cardiomyocytes by first washing them with sterile Tyrode’s Solution. Then, we mechanically lysed them in the presence of RIPA buffer (Sigma-Aldrich) containing 1X Pierce Protease and Phosphatase Inhibitor (A32959) from Thermo Fischer Scientific. The lysed samples underwent centrifugation at 8000× *g* for 10 min at 4 °C. The supernatant containing the proteins was carefully collected. Protein concentration was quantified using a calibration curve constructed with bovine serum albumin and bicinchoninic acid (Pierce TM BCA Protein Assay Kit, Thermo Fisher Scientific) following the manufacturer’s recommendations. We loaded 30 µg of protein per sample onto a 10% SDS-PAGE gel and electrophoresed them under denaturing conditions. Proteins separated on the gel were electro-transferred onto a PVDF membrane (Millipore-Merck) using the Novex^®^ semi-dry system (Thermo Fisher Scientific) following the manufacturer’s recommendations. We blocked nonspecific binding sites on the PVDF membrane with a 1% (*w*/*v*) solution of polyvinylpyrrolidone (PVP-40) (Sigma-Aldrich, Burlington, MA, USA) in PBS-Tween 20 (Sigma-Aldrich). We incubated the membrane with primary antibodies against Kir 6.1 (S366-60), Kir 6.2 (PA5-99440), from Invitrogen SUR2A (ab174629) (Abcam), and β-tubulin (ZRB1124) (SIGMA). Then, we incubated the membrane with secondary antibodies labeled with horseradish peroxidase (HRP) anti-mouse (61-6520) and anti-rabbit (G-21234) from Invitrogen. Concurrently, we detected the cytoplasmic protein β-tubulin as a loading control. We completed immunodetection by chemiluminescence using the ECL Western blotting system (Amersham, Boston, MA, USA). We performed a densitometric analysis of the detected protein bands using Image Lab Software for P.C. Version 6.1.

### 4.8. miRNA Gene Regulatory Networks and Functional Enrichment Analysis

We performed a comprehensive functional analysis of differentially expressed miRNAs and the reported target gene using the ClueGO/CluePedia plugin from Cytoscape (ClueGO v2.5.10, CluePedia v. 1.5.10, Cytoscape v. 3.9.1 [35,36]. Briefly, we enriched the selected miRNAs with their validated target genes (CluePedia enrichment: All MTI for each miRNA, up to 300 genes, from databases mirTarBase (15.06.2016) and miRecords (2010.11.25), with a Score ≥ 0.6). We included proteins of interest in the list of miRNA–target interactions (MTIs) and experimentally evaluated them. We performed pathway enrichment (ClueGO enrichment: all evidence from KEGG (25.05.2022: 8135 genes), WikiPathways (23.02.2022: 7783 genes), and REACTOME Pathways (25.05.2022: 10,882 genes), with the following enrichment criteria: min. three genes or 4% min, enrichment/Depletion or two-sided hypergeometric test, with *p*-value significance < 0.05 corrected with Bonferroni step-down method, mid-*p*-values (all unique genes in selected ontologies as reference set), 60% for a cluster to be specific. We selected pathways and proteins of interest, developed a new CluePedia analysis, and analyzed the obtained MTI PPI network [74].

## 5. Conclusions

In conclusion, our study finds that DOX exposure changes specific miRNAs and mRNA expression of KATP subunits, FOXO1, GSK3β, and SIRT1, potentially implicating them in DOX-induced cardiotoxicity and related cardiac changes. Additionally, our results indicate the activation of signaling pathways in response to cardiomyocyte stress, and computational analyses reveal intricate regulation of miRNAs associated with cardiotoxic progression. These findings, supported by miRNA gene regulatory networks and functional enrichment analysis, suggest that DOX-induced cardiotoxicity disrupts biological processes linked to endogenous cardioprotective mechanisms. Further research must clarify their specific molecular changes in DOX-induced cardiac dysfunction and investigate their biomarkers diagnosis and therapeutic potentials.

## Figures and Tables

**Figure 1:**
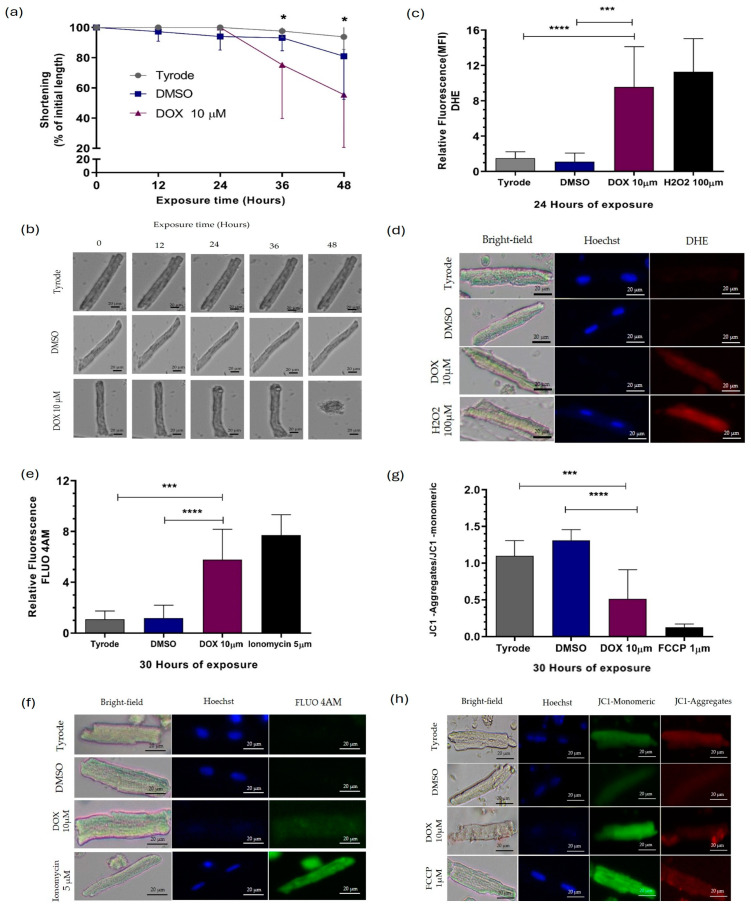
DOX-induced injury in ventricular cardiomyocytes of *Cavia porcellus*. We exposed isolated cardiomyocytes to 10 μM DOX: (**a**) % shortening and (**b**) representative photographs of the shortening of cardiomyocytes during 48 h of exposure to DOX, (**c**) ROS levels analyzed with DHE, (**d**) representative photographs of ROS production in cardiomyocytes exposed to DOX for 22 h, (**e**) intracellular calcium levels analyzed with FLU4AM and (**f**) representative photographs of calcium levels in cardiomyocytes exposed to DOX for 30 h. (**g**) Mitochondrial membrane potential (ΔΨm) analyzed with JC1 and (**h**) representative photographs of ΔΨm in cardiomyocytes exposed to DOX for 30 h. Nuclear counterstain with DAPI (blue), quantification of expression by mean fluorescence intensity (MFI), Data were analyzed using two-way ANOVA parametric statistical test (*p* < 0.05, *n* = 10 cardiomyocytes per group)—representative graphs of three different experiments. Significance level of statistical findings: (*) *p* < 0.0332, (***) *p* < 0.0002, significant (****) *p* < 0.0001.

**Figure 2:**
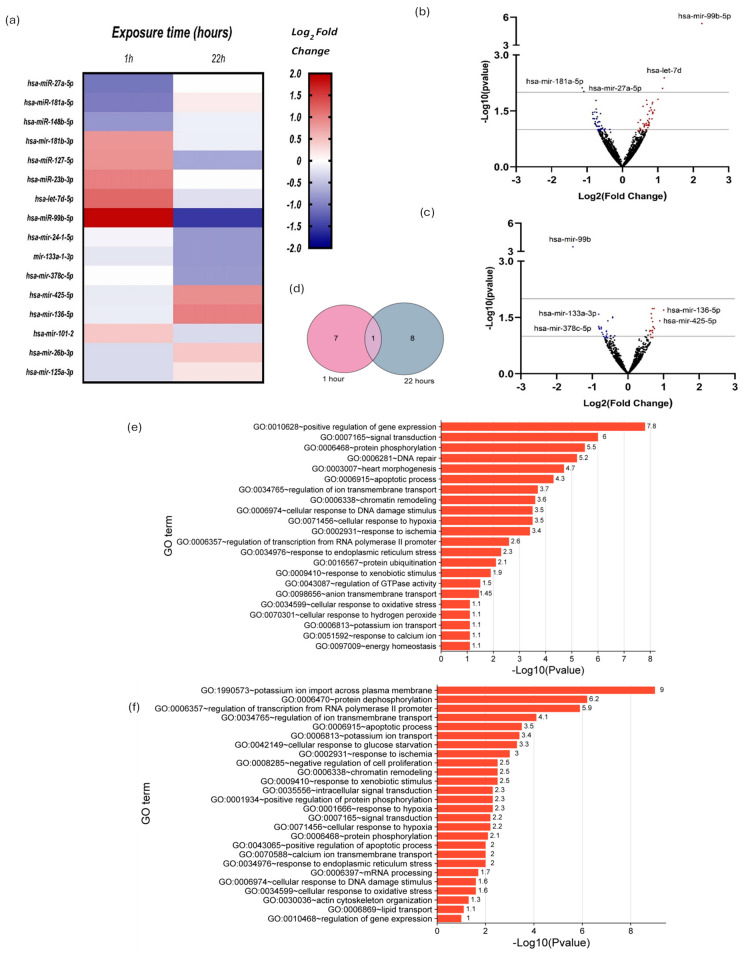
The expression miRNAs from *Cavia porcellus* isolated ventricular cardiomyocytes exposed to 10 µM DOX for 1 and 22 h. (**a**) Heat map of 16 expressed miRNAs obtained by small RNA-seq versus vehicle control cells (DMSO); red, expression up; blue, expression down; and white, indicator of no variation. Differential expression by using the DESeq2 program. (**b**,**c**) Volcano plots of miRNAs from cardiomyocytes exposed to 10 µM DOX for 1 and 22 h, respectively. Blue dots represent downregulated miRNAs, and red dots represent upregulated miRNAs. We only included miRNAs with –log10 (*p* value) ≥ 1 and log2 fold change ≥ 0.8 and ≤ −0.8 in blue or red dots. (**d**) Venn diagrams showing the numbers of miRNAs differentially expressed at 1 h and 22 h. (**e**,**f**) The related biological process with DOX-induced cardiotoxicity –log10 (*p* value) ≥ 1.

**Figure 3:**
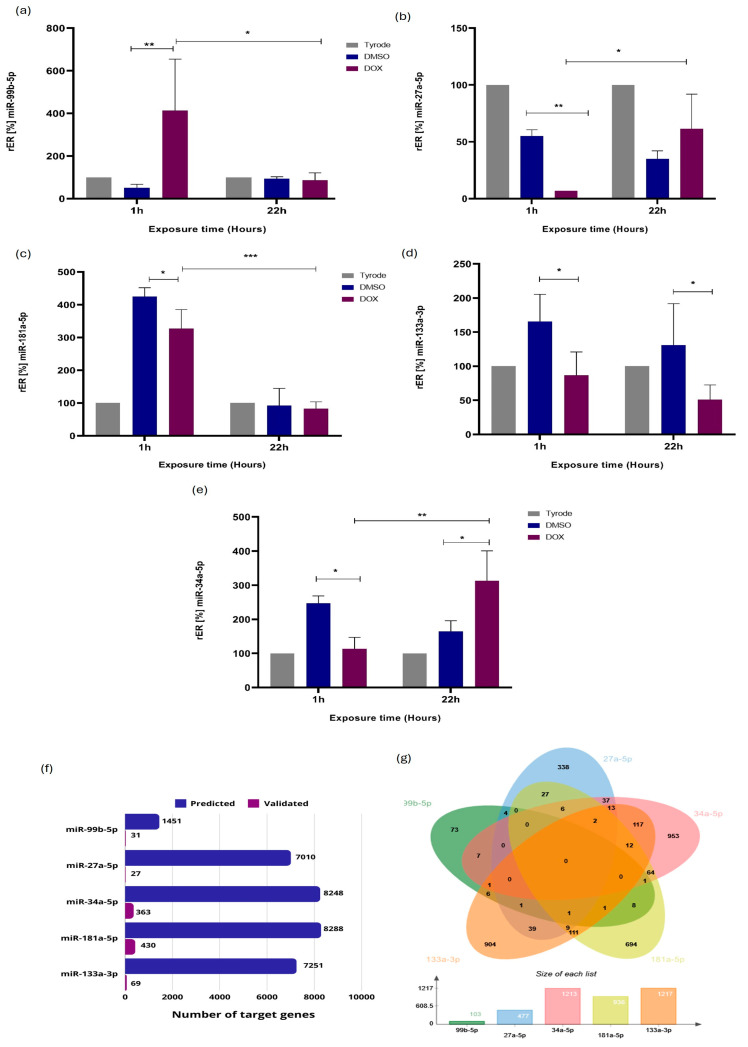
Validation of the differential expression of some miRNAs associated with *Cavia porcellus* ventricular cardiomyocytes’ response to DOX-induced injury. Relative expression ratios (rERs) of miRNAs by RT-qPCR stem-loop for (**a**) miR-99b-5p, (**b**) miR-27a-5p, (**c**) miR-181a-5p, (**d**) miR-133a-3p, and (**e**) miR-34a-5p (*n* = 3). (**f**) Several target genes predicted and validated to miRNAs are evaluated. (**g**) Venn diagrams showing the numbers of target genes predicted and validated shared between the miRNAs analyzed. Data were analyzed using a two-way ANOVA parametric statistical test (*p* < 0.05, *n* = 3)—representative graphs of three experiments. Significance level of statistical findings: (*) *p* < 0.0332, (**) *p* < 0.0021 (***) *p* < 0.0002. We performed target gene analysis in CSmiRTar. (http://cosbi4.ee.ncku.edu.tw/CSmiRTar/search) (accessed on 27 March 2024). At least two databases support the predicted target genes, and the average normalized score (ANS) is ≥0.2.

**Figure 4:**
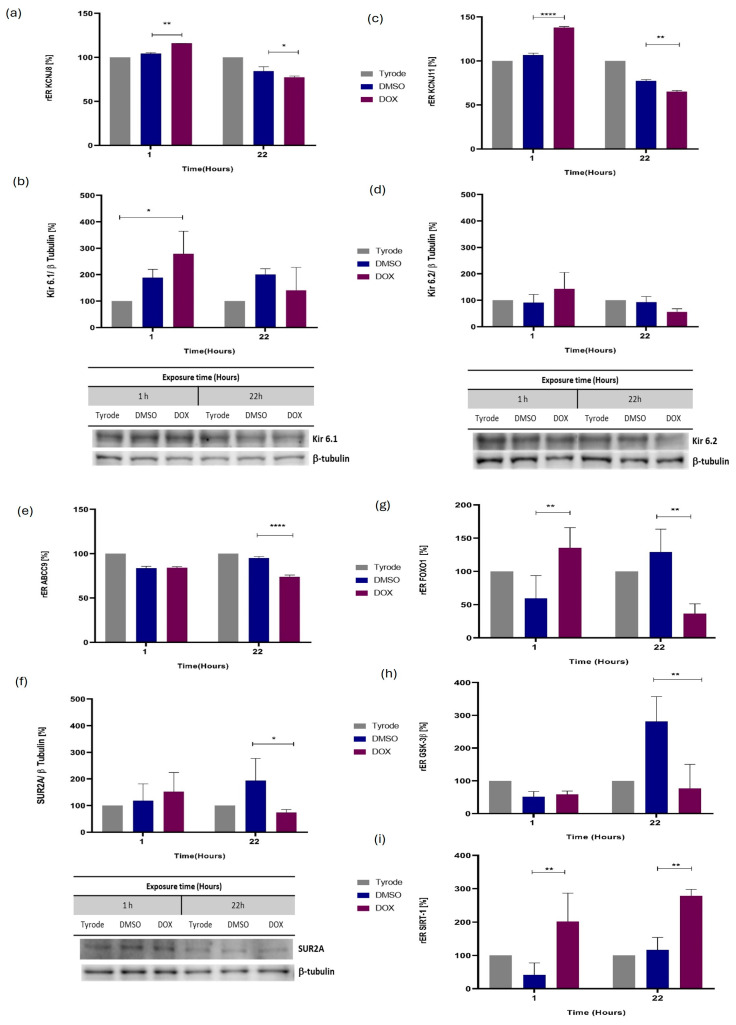
The expression of genes and their protein products is associated with *Cavia porcellus* ventricular cardiomyocytes’ response to DOX-induced injury. Relative expression radius (rER) of target genes (**a**) KCNJ8, (**c**) KCNJ11, (**e**) ABCC9, (**g**) FOXO1, (**h**) GSK3β, and (**i**) SIRT-1 by RT-qPCR and protein products (**b**) Kir 6.1, (**d**) Kir 6.2, and (**f**) SUR2A by Western blot. Data were analyzed using a two-way ANOVA parametric statistical test (*p* < 0.05, *n* = 3)—representative graphs of three experiments. Significance level of statistical findings: (*) *p* < 0.0332, (**) *p* < 0.0021, significant (****) *p* < 0.0001.

**Figure 5:**
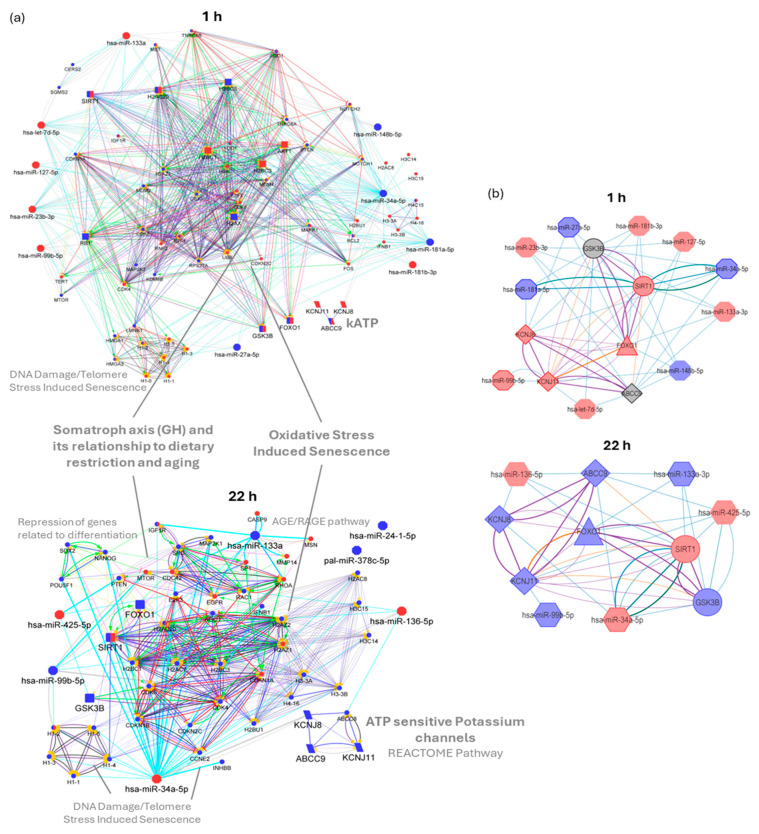
miRNA–target interactions (MTIs) and protein–protein interaction (PPI) network for DOX-altered miRNAs and genes. (**a**) CluePedia visualization of miRNA, proteins of interest, and relevant validated target genes obtained from miRecord and mirTarBase. (**b**) Summary network of experimentally evaluated miR and genes, where thick border node represents confirmation by RT-PCR. Blue and red nodes correspond to downregulated and upregulated molecules, respectively. The label font size and node size highlight the selected molecules. Target genes from phenotype-relevant pathways in circles, miRNAs in octagons, cardioprotective-related proteins in rounded rectangles (**a**) or circles (**b**), network-relevant proteins (degree ≥ 4) in rectangles, KATP channel subunits in parallelograms (**a**) or diamonds (**b**). Edge width is proportional to Kappa score and color edges depict interaction type: (**a**) predicted MTI in grey, validated MTI in aquamarine (miRTarBase) and blue (miRecords), activation in green, binding in blue, catalysis in purple, expression in yellow, inhibition in red, reaction in black, PTM in fuchsia. For (**b**), color edges depict interaction source: CSmiRTar in blue, validated miRTarbase and miRecord in aquamarine and green, respectively, PPI STRING in purple, and literature in orange. Networks were built with Cytoscape 3.9.1.

**Table 1:** List of miRNAs expression in Cardiomyocytes exposed to 10 µM DOX for 1 h. microRNA I.D. refers to the identification number of miRNA registers in miRBase; log2 fold change represents times of change in the expression; *p*-value corresponds to the statistical significance.

Cardiomyocytes Exposed to 10 µM DOX for 1 h Versus Unexposed Cardiomyocytes				
miRNA ID	Expression Level	Sequence	log2 (Fold Change)	*p*-Value
miR-27a-5p	Downregulated	AGCTTAGCTGATTGGTGAACT	−1.09	9.53 × 10^−3^
miR-181a-5p		CATTCAACGCTGTCGG	−1.05	1.44 × 10^−2^
miR-148b-5p		AGTTCTGTTATACACTCAG	−0.83	5.07 × 10^−2^
miR-181b-3p	Upreguladed	CACTGATCAATGAATGCAA	0.83	5.17 × 10^−2^
miR-127-5p		AGCTCAGAGGGCTCTGAT	0.86	3.55 × 10^−2^
miR-23b-3p		CACATTGCCAGGGA	1.00	1.54 × 10^−2^
let-7d-5p		AGGTAGTAGGTTGTATAGTTA	1.18	4.11 × 10^−2^
miR-99b-5p		CCCGTAGAACCGATCTTGTG	1.91	2.20 × 10^−8^

**Table 2:** List of miRNA expression in Cardiomyocytes exposed to 10 µM DOX for 22 h. MicroRNA ID refers to the identification number of the miRNA register in miRBase; log2 fold change represents the times of change in the expression; *p*-value corresponds to the statistical significance.

Cardiomyocytes Exposed to 10 µM DOX for 22 h Versus Unexposed Cardiomyocytes				
miRNA ID	Expression Level	Sequence	log2 (Fold Change)	*p*-Value
miR-99b-5p	Downregulated	CCCGTAGAACCGATCTTGTG	−1.46	4.49 × 10^−4^
miR-24-1-5p		TGCCTACTGAGCTGATATC	−0.82	2.59 × 10^−2^
miR-133a-1-3p		GGTCCCCTTCAATCAGCTGTT	−0.82	5.47 × 10^−2^
miR-378c-5p		ACTGGACTTGGAGTCAGAA	−0.81	5.98 × 10^−2^
miR-425-5p	Upregulated	TGACACGATCACTCCCGTTGT	0.89	3.90 × 10^−2^
miR-136-5p		TCCATTTGTTTTGATGATGG	1.00	2.01 × 10^−2^

## Data Availability

In this study, we analyzed available datasets. These data are accessible here (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263950 accessed on 15 April 2024).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25105272/s1.

# Supplementary material for: miRNA Expression Profiles in Isolated Ventricular Cardiomyocytes: Insights into Doxorubicin-Induced Cardiotoxicity
**Source:** Int J Mol Sci. 2024 May 12;25(10):5272. doi: 10.3390/ijms25105272
**Supplement:** Supplementary file 1

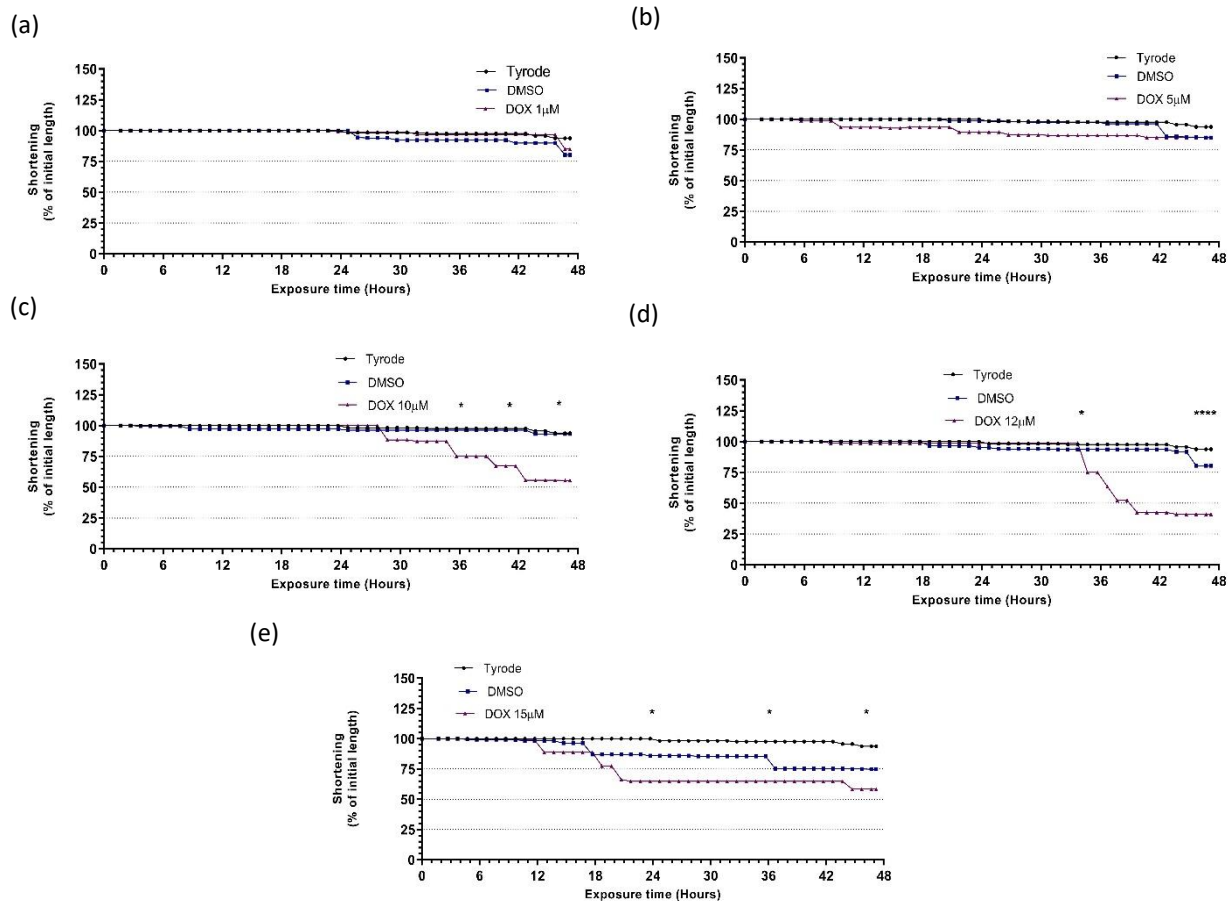

**Figure S1.** DOX induces the shortening of *Cavia porcellus* cardiomyocytes. We exposed isolated cardiomyocytes to DOX concentrations (1-15  $\mu\text{M}$ ). Shortening percentage of cardiomyocytes during 48 hours of exposure to a) 1  $\mu\text{M}$  of DOX, b) 5  $\mu\text{M}$  of DOX, c) 10  $\mu\text{M}$  of DOX, d) 12  $\mu\text{M}$  of DOX, e) 15  $\mu\text{M}$  of DOX. Data were analyzed using a two-way ANOVA parametric statistical test ( $p < 0.05$ ,  $n = 10$  cardiomyocytes per group)—representative graphs of three experiments.

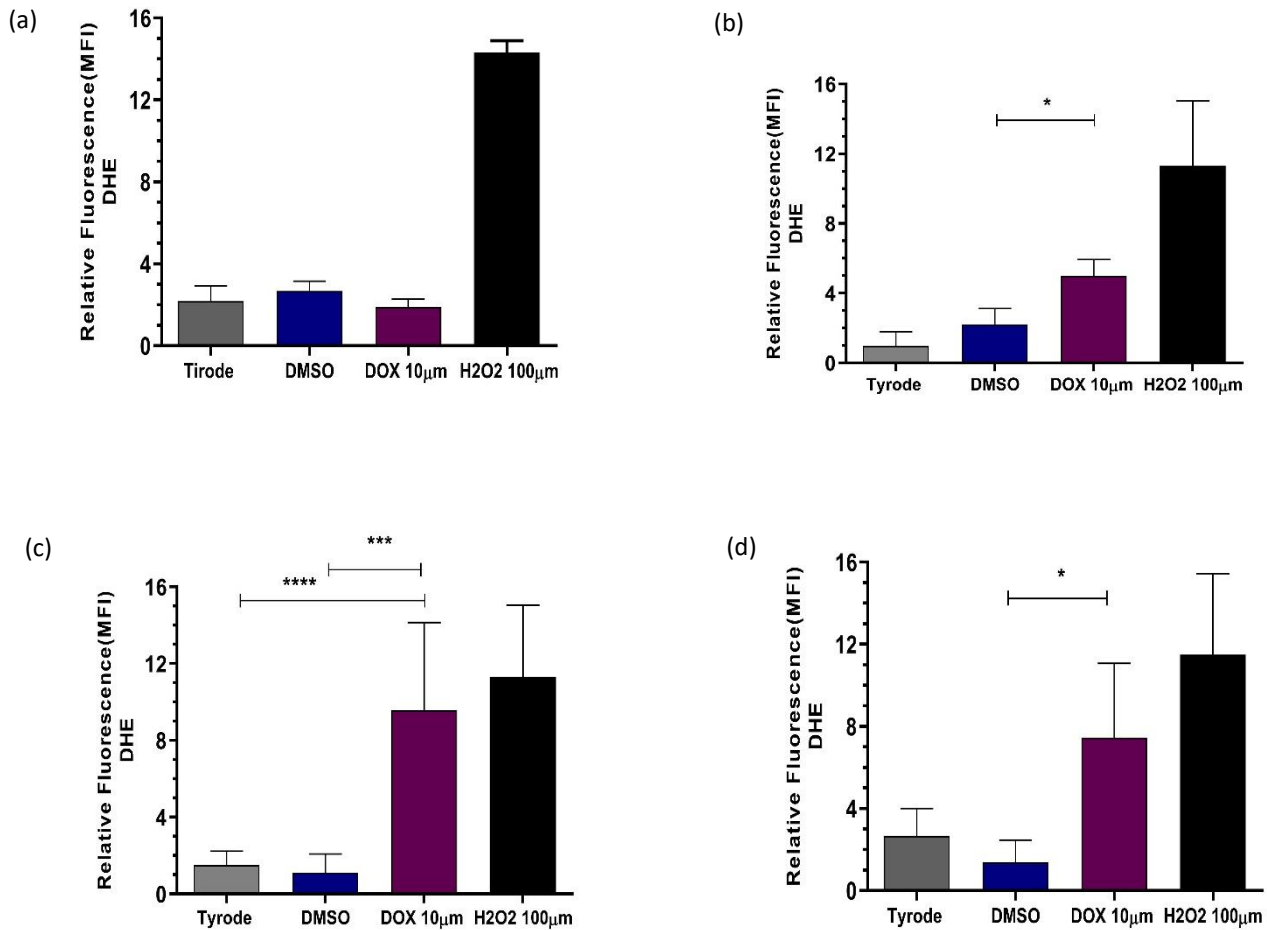

**Figure S2.** DOX induces an increase in ROS level in *Cavia porcellus* cardiomyocytes. We exposed isolated cardiomyocytes to DOX 10  $\mu$ M for varying durations (1-30 hours). ROS production in cardiomyocytes exposed to DOX at: a) 1 hour, b) 12 hours c) 24 hours d) 30 hours. Data were analyzed using two-way ANOVA parametric statistical test ( $p < 0.05$ ,  $n = 10$  cardiomyocytes per group)—representative graphs of three different experiments.

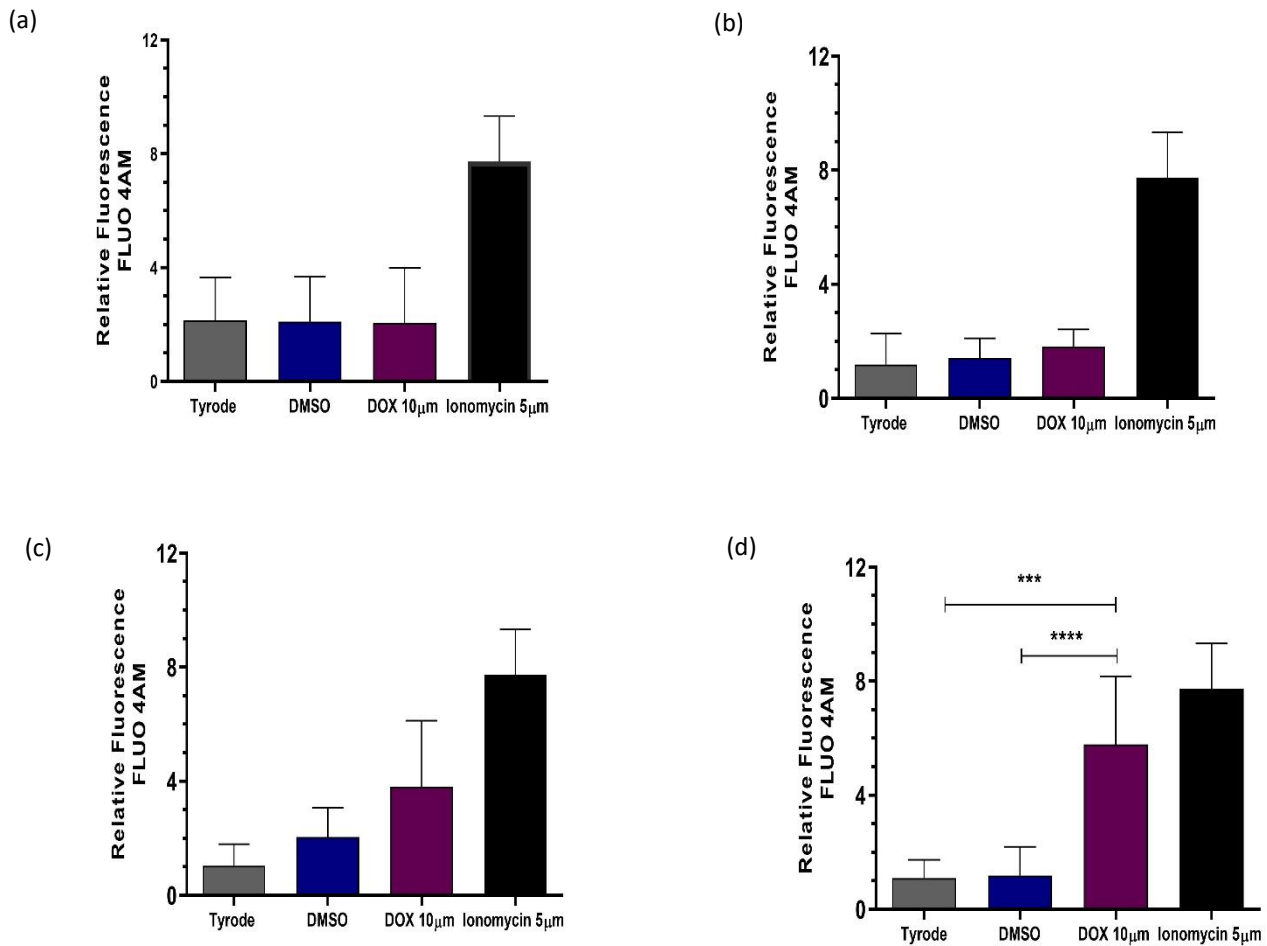

**Figure S3.** Exposure to DOX increases intracellular ( $\text{Ca}^{2+}$ ) levels in *Cavia porcellus* cardiomyocytes. We exposed isolated cardiomyocytes to DOX 10  $\mu$ M, and we evaluated intracellular calcium levels for varying durations (1-30 hours). ROS levels analyzed with DHE in cardiomyocytes exposed to DOX at: a) 1 hour, b) 12 hours c) 24 hours d) 30 hours. Data were analyzed using two-way ANOVA parametric statistical test ( $p < 0.05$ ,  $n = 10$  cardiomyocytes per group)—representative graphs of three different experiments.

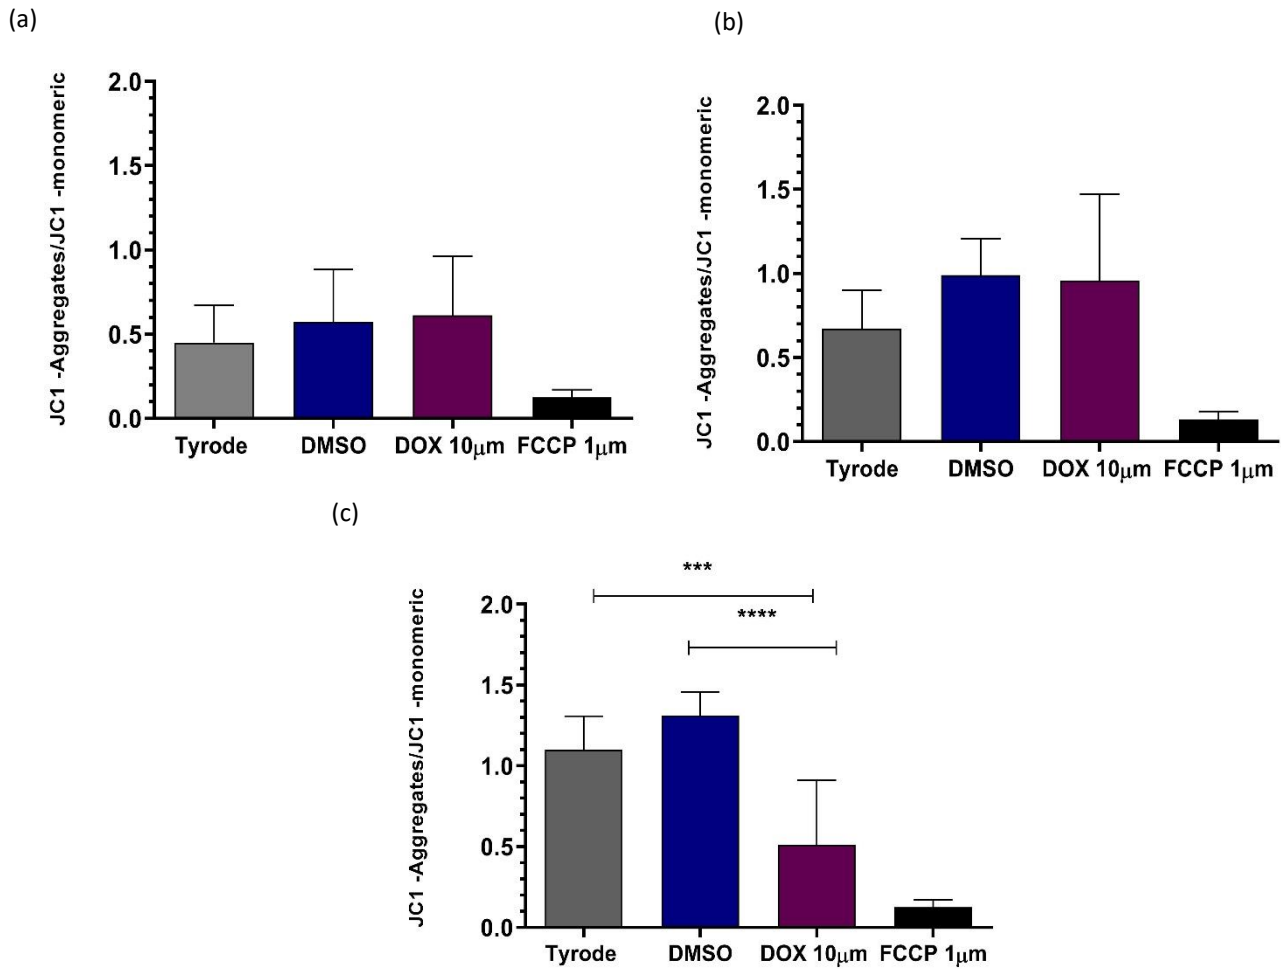

**Figure S4.** Alteration of mitochondrial membrane potential by exposure to 10 $\mu$ M DOXO. We exposed isolated cardiomyocytes to DOX at the indicated concentration, and we evaluated the potential membrane for varying durations (1-30 hours). Mitochondrial membrane potential ( $\Delta\Psi_m$ ) analyzed with JC1 in cardiomyocytes exposed to DOX at: a) 1 hour, b) 12 hours c) 30 hours. Data were analyzed using two-way ANOVA parametric statistical test ( $p < 0.05$ ,  $n = 10$  cardiomyocytes per group)—representative graphs of three different experiments.

How the deposited data were processed for this re-analysis (not part of the article)

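Small RNA was sequenced from ventricular cardiomyocytes of guinea pigs exposed to 10 µM DOX or to DMSO for 1 h or 22 h. The labels give 12 libraries in 4 groups of 3, and the groups were taken from these labels alone. The authors aligned the reads to human sequences in the BaseSpace Small RNA application and compared groups with DESeq2, and they deposited 3 tables, 1 per comparison of 2 groups. The authors' mean is a signal averaged over both groups, reads divided by DESeq2 size factors. The authors' log2 fold changes are the column comparison over the column control, on these normalized counts, with a standard error. The authors' p-values and adjusted p-values come from DESeq2, and the version of the software is not given in the paper's text. The tables give values per comparison and none per library, so the depth of each library is unknown, and the sums of the mean normalized counts are given in its place.

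The tables for 1 h and 22 h had lost the decimal mark of their means. The power of 10 was taken from the same entry of the third table, and raised where the mean would otherwise fall under 10. Entries without a mean there were used without one. The power of 10 of p-values listed above 1 was restored from the fold change and its standard error, and that of an adjusted p-value from a Benjamini-Hochberg adjustment. In every table the p-value was checked against the ratio of these 2 columns. Means of the tables with DOX 22 h were tested for whole-number combinations of the reads of 2 libraries, with terms up to 1000, and reads were used only where 1 solution was possible. On simulated data, the reads of 2 libraries were recovered rightly in 987 of 987 entries with 1 solution.

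Before the data were examined, 3 routes had been set, for counts, for values per library and for the authors' comparisons only. The last was used: no new model was fitted, and the p-values in the authors' deposited tables were counted at the study's rule, a p-value at or under 0.1 with an absolute log2 fold change at or over 0.8. Adjusted p-values were counted under 0.05, as deposited and after a recomputed Benjamini-Hochberg adjustment. Entries were grouped into a miRNA by precursor and arm, with start positions more than 15 bases apart taken as different arms. Some names used by the paper took in more than 1 precursor. miR-181a-5p took in mir-181a-1 and mir-181a-2, and miR-181b-3p took in mir-181b-1 and mir-181b-2. For miR-27a-5p, the listed sequence stood under mir-27b and the entries of the name under mir-27a. For each miRNA, the number of entries, their range, their median and their inverse-variance weighted mean were computed. The weighted mean is not given at a claim for DOX 22 h and DOX 1 h, where rare entries can hold most of the weight. Effects at 1 h and 22 h were compared by shared entries, by sign with an exact binomial test, by correlation across entries, and by the difference of the fold changes over their combined standard error. The change between DMSO 22 h and DMSO 1 h was derived from the 3 comparisons. The miRNAs named were fixed beforehand: every miRNA the paper names from sequencing or RT-qPCR, by the sequence in Table 1 or Table 2 where given, and the 5 entries with the smallest p-value in each comparison.

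The alternatives tried were p-value limits of 0.05 and 0.01, a fold change limit of 1 or none, an adjusted p-value under 0.1, means of at least 10 or 100 normalized counts, 1 entry per miRNA, Bonferroni adjustment, matching by name, and for each miRNA its most abundant entry, the median, the weighted mean and centring on the median of the table. The ratio of recovered reads, with 0.5 added, was chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. Target genes and their enrichment, RT-qPCR and imaging were not analysed here.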

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

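For the results below, the comparison with the nearest abundant sequence and the count of sequences with the same substitution were planned before their results were seen, and the other tests were chosen after. No difference between the effects at 1 h and 22 h passed an adjusted p-value of 0.05, while 18 of 1258 had an unadjusted p-value under 0.05.

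A sequence that the paper does not list had the smallest p-value at 1 h. CCCGTAGAACCGATCTTGT, under mir-99b, had a log2 fold change of 2.25 in the authors' deposited table, and it is the Table 1 sequence of miR-99b-5p without its last base. A change of all mir-99b sequences is argued against by the other 7, whose median log2 fold change was -0.081 and whose weighted mean was -0.16 (standard error 0.11). Sequencing errors at a constant rate in the abundant mir-99a sequence, from which the Table 1 sequence differs by T9A (mir-99a base first, counted from 1 at the 5′ end), would give both the same fold change, but these differed by 1.98. An error rate that differed between libraries stays open, since 0 other sequences at 1 h had the same substitution. A further 8 sequences at 1 h lay 1 substitution from a sequence at least 100 times as abundant, and their log2 fold changes ran from -0.45 to 0.28, but none shared the position and kind of change. A change of a rare variant with DOX, in either direction since the columns do not name their group, or a change in 1 library, was not tested, as the tables give no values per library.

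In the comparison of DOX 22 h and DOX 1 h, which the paper does not tabulate, 3 sequences passed the study's rule. Their log2 fold changes in the authors' deposited table were 1.13 for GGCTTAGCTGCTTGTGAGCA under mir-27a, 1.05 for GGTCCCCTTCAACCAGCGGTT under mir-133a-2 and -0.80 for GAATGTAAAGAAGT under mir-1-1. All means of this table, 100.0%, were whole-number combinations of the reads of 2 libraries, which is consistent with 1 library per side. A difference between 2 single libraries therefore stays open for each of the 3, beside an effect of DOX or of time in culture, and neither was tested. None had an adjusted p-value under 0.05, and 6 of 2369 entries had an unadjusted one under it.

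At 22 h, 14 of the 16 entries past the rule had sequences that Table 2 does not list. The same whole-number property, in 1323 of 1323 means, leaves a difference between 2 single libraries open for these as well, and an effect of DOX was not tested against it. Few entries had small p-values: those at or under 0.1 were at most 3.22% of a table, fewer than unchanged entries would give, which is consistent with p-values that run too large because the spread between libraries is set too high. A p-value past 0.1 in these tables therefore excludes little.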

How the results depend on the processing

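The alternatives were set before the data were examined, except the ratio of recovered reads, which was chosen after seeing the data. No paired analysis was possible because the tables give 1 value per comparison and none per library. For the same reason, fits that leave out a library, a replicate block, other size factors, pseudocounts and other splits of the libraries were not run. The 51 alternatives to the counts and comparisons left 33 within the limits set for an unchanged result.

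Of the entries past the study's rule, a p-value limit of 0.01 left 5 at 1 h (11 under the rule), 0 at 22 h (16) and 0 between DOX 22 h and DOX 1 h (3), and a limit of 0.05 left 6 at 22 h. A fold change limit of 1 left 6 at 1 h and 0 at 22 h. These fall by construction, as does the rise without a fold change limit, to 39 at 1 h, 43 at 22 h and 26 between DOX 22 h and DOX 1 h. Means of at least 100 left 0 at 1 h and 8 at 22 h. With 1 entry per miRNA there were 0 at 1 h, 6 at 22 h and 1 between DOX 22 h and DOX 1 h, and 0 in place of 2 with an adjusted p-value under 0.05 at 1 h; the most abundant entry replaces the rare one there. For entries past the rule at both times, matching by name gave 1 and no fold change limit gave 2, against 0. The share of opposite signs was 80.00% with 1 entry per miRNA (4 of 5, exact binomial test, p = 0.375), against 88.2% (15 of 17). A limit of 10 on the means left the same 1292 entries, so its 15 of 17 (exact binomial test, p = 0.00235) is no separate check. With means of at least 100 the share was 6 of 6 (exact binomial test, p = 0.0312). All of these tests are against an even split, whereas 60.9% of all 1292 entries had opposite signs. Entries of 1 miRNA are not independent, and GCAGCACGTAAATATTGGTGT, under mir-16-1 and mir-16-2, can count more than once. The correlation between the times stayed negative under the 3 alternatives tried, from -0.33 to -0.48, and the number of differences with an adjusted p-value under 0.05 stayed 0. Means of at least 10 could change neither, as the entries were the same. The SD of the change between DMSO 22 h and DMSO 1 h lay between 0.39 and 0.40, and it carries the error of 3 comparisons.

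The sign of several miRNA names depended on which of their sequences was used, and the cause was not tested. A reversal below is a change of sign alone, and a value within 1 standard error of 0 gives no direction. At 1 h this holds for the most abundant sequences of miR-27a-5p, miR-127-5p, miR-23b-3p and let-7d-5p. For miR-27a-5p at 1 h, the listed sequence stands under mir-27b and the entries of the name under mir-27a. Its reversals there are therefore between precursors. With the most abundant sequence of the name in place of the listed one, log2 fold changes at 1 h were 0.16 for miR-27a-5p, -0.13 for miR-127-5p, -0.086 for miR-23b-3p, -0.07 for let-7d-5p and -0.42 for miR-99b-5p and its form of 19 bases. At 22 h this gave -0.17 in place of 0.84 for GCACCATCTGAAATCGGT under mir-29a. Between DOX 22 h and DOX 1 h it gave -0.21 for GGTCCCCTTCAACCAGCGGTT under mir-133a-2 and 0.16 for GAATGTAAAGAAGT under mir-1-1. Medians over the name reversed to 0.034 for miR-27a-5p, -0.026 for miR-23b-3p and -0.037 for miR-99b-5p and its form of 19 bases at 1 h, to 0.059 for miR-101-2 and -0.051 for the mir-29a sequence at 22 h, and to -0.060 for miR-181a-5p and 0.13 for the mir-1-1 sequence between DOX 22 h and DOX 1 h. Weighted means reversed to 0.021 (standard error 0.22) for miR-27a-5p and 0.00015 (standard error 0.23) for miR-148b-5p at 1 h. At 22 h they did so to 0.0090 (standard error 0.088) for miR-101-2. Between DOX 22 h and DOX 1 h they did so to -0.018 (standard error 0.074) for miR-181a-5p and 0.080 for the mir-1-1 sequence. In that comparison weighted means can rest on rare entries with small standard errors: for miR-27a-5p, 91.3% of the weight lay on entries with a mean under 10 and 4.3% on the most abundant, and for miR-181a-5p 11.0% and 14.9%. They are therefore not read as the change of a miRNA there. In the tables for 1 h and 22 h, 0% of the weight lay on entries with a restored mean under 10. This was fixed beforehand, as no mean there was restored to under 10.

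Of 39 named results, the median over the name weakened 13 others and the weighted mean 16. The most abundant sequence, computed for 29 of them, weakened 6 others and strengthened 1. Centring on the table's median changed 1, to weaker. The ratio of recovered reads, held to the fold change limit without a p-value, strengthened 6 of 16. It left the direction of all 16 unchanged. This is no separate check, because the reads were assigned to columns by their correlation with the deposited fold changes. The 14 entries past the rule at 22 h with recovered reads had between 5 and 235 reads on the lower side, which limits the precision of their fold changes.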

Differences from the paper's values

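The paper's values come from its Table 1, its Table 2 and Fig. 2d. In Table 1, all 8 log2 fold changes equal those of the authors' deposited table to 2 decimals. In Table 2, 0 of the 5 log2 fold changes whose sequence was analysed here at 22 h do so. A fold change is taken below as different when the signs differ or the gap exceeds the deposited standard error, and a p-value when one is more than 1.5 times the other. By this measure, 0 of 8 log2 fold changes and 2 of 8 p-values differed in Table 1, and 3 of 6 log2 fold changes and 5 of 6 p-values in Table 2, counting miR-99b-5p, for which another sequence was used. The 3 fold changes of Table 2 within 1 standard error were the paper's -0.82 for miR-133a-1-3p against -0.41, its 0.89 for miR-425-5p against 0.96, and its 1.00 for miR-136-5p against 0.81.

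At 1 h, the paper's p-value for let-7d-5p is 4.11e-02 and the p-value of that sequence is 0.00411. The paper's p-value for miR-99b-5p is 2.20e-08 and that of the same sequence is 2.20e-06. Each pair has the same digits and differs only in the power of 10. For let-7d-5p the value is as deposited, and for miR-99b-5p the power of 10 was restored here from the fold change and its standard error. Neither gap was closed by the alternatives set before the data were examined that give a p-value, the most abundant sequence and the weighted mean.

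At 22 h, the paper gives -1.46 for the log2 fold change of miR-99b-5p, with a p-value of 4.49e-04. That sequence was not analysed here at 22 h, so the paper's value has no counterpart of its own sequence, and a different one, the most abundant mir-99b sequence, had 0.91 with a p-value of 0.0117. The median, the weighted mean and centring on the median of the table, all set before the data were examined, left the opposite sign. The paper gives -0.82 for miR-24-1-5p with a p-value of 2.59e-02, against -0.27 and 0.565. Its most abundant sequence, at -0.55, closed the gap in the fold change, while the median, the weighted mean and centring on the median of the table did not, and no alternative set before the data were examined closed the gap in the p-value. The ratio of recovered reads, at -0.75, also closed the gap in the fold change, and it was chosen after seeing the values. The paper's p-value for miR-133a-1-3p is 5.47e-02, against 0.358; the most abundant sequence, with 0.0529, closed this gap, and the weighted mean did not. For miR-378c-5p the paper gives -0.81 with a p-value of 5.98e-02, against -0.33 and 0.442, and none of the alternatives set before the data were examined closed either gap. The paper's p-value for miR-136-5p is 2.01e-02, against 0.0746, and neither the most abundant sequence nor the weighted mean closed it.

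The number past the study's rule at 22 h is about 9 in Fig. 2d, read by eye, against 16 entries. A p-value limit of 0.05 (6), means of at least 100 (8) and 1 entry per miRNA (6) closed this gap. A p-value limit of 0.01, a fold change limit of 1, no fold change limit and means of at least 10 did not. At both times, Fig. 2d shows about 1, read by eye, against 0 entries. Matching by miRNA name (1) closed this gap, and a p-value limit of 0.05 and no fold change limit did not.

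The paper describes miR-99b-5p as lower after 22 h in its sequencing results, and in its discussion of RT-qPCR as higher at both times, as in the sequencing. Here 5 of the 6 mir-99b entries at 22 h had positive log2 fold changes as deposited. The paper describes miR-27a-5p as higher after 22 h, and the sequence it lists had a positive log2 fold change of 0.32 that did not pass the study's rule.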

Other observations

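For the patterns below, the tests of the correlation between the times by composition, precursors, means and muscle miRNAs were planned before their results were seen, and the tests of the libraries, of their columns, of a library in both tables and of shared sequences were chosen after.

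At 22 h and between DOX 22 h and DOX 1 h, 100.0% of the means were whole-number combinations of the reads of 2 libraries. At 1 h, no common step was found and 100.0% of the restored means occurred once, which argues against 1 library per side at 1 h. The labels give 3 libraries per group, and why the comparisons with DOX 22 h hold 1 per side was not tested.

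The tables do not say which group stands in the column control. The library in the column control at 22 h satisfied the means of the table for DOX 22 h and DOX 1 h in 1052 of 1052 entries, while the library in the column comparison did so in 132 (12.5%), near the chance share of 14.3%. This is what a DOX 22 h library in the column control of both tables would give. The other library of the table for DOX 22 h and DOX 1 h would then be a DOX 1 h library. Its reads relative to the mean at 1 h had a rank correlation of -0.43 with the log2 fold changes at 1 h over 290 entries with means from 10 to 30. In 100 simulations with a dispersion of 0.1, a library in the column control gave -0.53 to -0.30, one in the column comparison 0.27 to 0.52 and one outside the table -0.16 to 0.10. An exchange of the labels DOX 22 h and DOX 1 h would need the library shared by both tables to be a DOX 1 h library in the column comparison at 1 h, and its correlation of 0.034 argues against this. A candidate explanation is that the columns control hold DOX at 1 h and 22 h, so that the signs as deposited may be DMSO over DOX and DOX 1 h over DOX 22 h. A different exchange of labels stays open. The paper's RT-qPCR goes both ways. At 1 h, miR-99b-5p higher and miR-27a-5p lower under DOX go with the paper's reading of the signs for the sequences in Table 1. So do miR-181a-5p lower at 1 h, miR-133a-3p lower at 22 h and, in the paper's discussion, miR-99b-5p higher at 22 h. The most abundant entries of miR-99b-5p and of the 5p arm of mir-27a at 1 h had the opposite signs to the Table 1 sequences. Their log2 fold changes were -0.42 and 0.16 (standard errors 0.28 and 0.33). Against the paper's reading, miR-133a-3p was lower under DOX at 1 h by RT-qPCR while 13 of 16 entries were positive. By RT-qPCR miR-34a-5p was higher at 22 h, while its 2 entries there were negative, at -0.51 and -0.46. It was lower at 1 h by RT-qPCR, but its 2 entries there, at 0.002 and 0.052 (standard error 0.41 for the latter), give no direction. The RT-qPCR therefore does not settle the direction. The library in the column comparison at 22 h, which would then be a DMSO 22 h library outside the table for 1 h, had a correlation of -0.19, just outside the simulated range for such a library.

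Across entries, the log2 fold changes at 1 h and 22 h were negatively correlated. With GC content and length held constant, Spearman's rho was -0.32, over the medians of 222 precursors it was -0.45, among the 323 entries with the highest means it was -0.48, and without the precursors of a list of 9 heart and skeletal muscle miRNAs it was -0.32 over 1189 entries. These values argue against sequence composition, a few precursors with many entries, noise that depends on the mean, and a changed share of muscle miRNAs as the whole cause. The listed muscle miRNAs held 33.5% of the mean counts at 1 h, and their medians were 0.04 at 1 h and -0.07 at 22 h. A library that stood in the column comparison at 22 h and in the column control at 1 h would itself give a negative correlation. The rank correlation of -0.19 given above for that library lies outside the simulated ranges both for the column control and for a library outside the table, so this stays open. Since 22 h rests on 1 library per side, a difference between 2 single libraries stays open as well, and an effect of the time of exposure was not tested.

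Sequences listed under 2 precursors divided their reads as an even random draw would: 3.57% of 168 divisions had an exact binomial p-value under 0.05. Each read may therefore have been given to 1 of the 2 precursors at random. No biological explanation was tested.

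miR-34a-5p, which the paper measured by RT-qPCR, had a log2 fold change in the authors' deposited tables of 0.05 at 1 h, -0.51 at 22 h and 0.21 between DOX 22 h and DOX 1 h, for its most abundant sequence GCAGTGTCTTAGCTGGTTGT. At 22 h this rested on 333 recovered reads in the library of the column control and 190 in that of the column comparison. By RT-qPCR the paper found miR-34a-5p lower under DOX at 1 h and higher at 22 h. Under the paper's reading of the signs, the log2 fold change at 22 h goes the opposite way. Other entries among the 5 smallest p-values at 22 h were mir-29a at 0.84, mir-27b at 0.73, mir-497 at -0.87 and mir-16-2 at 0.85 in the authors' deposited table. Between DOX 22 h and DOX 1 h they also held mir-30a at -0.60 and mir-30e at -0.52 in the authors' deposited table.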
